# Nuclear microRNA-466c regulates *Vegfa* expression in response to hypoxia

**DOI:** 10.1371/journal.pone.0265948

**Published:** 2022-03-31

**Authors:** Pia Laitinen, Mari-Anna Väänänen, Ida-Liisa Kolari, Petri I. Mäkinen, Minna U. Kaikkonen, Marc S. Weinberg, Kevin V. Morris, Paula Korhonen, Tarja Malm, Seppo Ylä-Herttuala, Thomas C. Roberts, Mikko P. Turunen, Tiia A. Turunen

## Abstract

MicroRNAs are well characterized in their role in silencing gene expression by targeting 3´-UTR of mRNAs in cytoplasm. However, recent studies have shown that miRNAs have a role in the regulation of genes in the nucleus, where they are abundantly located. We show here that in mouse endothelial cell line (C166), nuclear microRNA miR-466c participates in the regulation of vascular endothelial growth factor a (*Vegfa)* gene expression in hypoxia. Upregulation of *Vegfa* expression in response to hypoxia was significantly compromised after removal of miR-466c with CRISPR-Cas9 genomic deletion. We identified a promoter-associated long non-coding RNA on mouse *Vegfa* promoter and show that miR-466c directly binds to this transcript to modulate *Vegfa* expression. Collectively, these observations suggest that miR-466c regulates *Vegfa* gene transcription in the nucleus by targeting the promoter, and expands on our understanding of the role of miRNAs well beyond their canonical role.

## Introduction

MicroRNAs (miRNAs) are a class of small non-coding RNAs that typically repress genes by targeting the 3′-untranslated region (3′ UTR) of mRNAs via post-transcriptional gene silencing (PTGS), and can be considered endogenous triggers of RNA interference (RNAi) [1]. However, miRNA biology appears to be much more complex than traditionally thought, and RNAi machinery components have been found to be active in both the cytoplasm and nucleus [2]. We recently showed by small RNA-sequencing that miRNAs are abundant in the nucleus, that hypoxia induces changes in the miRNA levels both in the nucleus and cytoplasm, and that the majority of these changes occur preferentially in specific cellular compartments [3]. Recent studies have also identified nuclear roles for miRNAs [4]. Nuclear actions of small RNAs have been more extensively studied in other organisms such as plants, where early reports showed that non-coding RNAs were able to modulate DNA methylation [5]. However, recent studies in mammalian cells have suggested multiple novel modes of action for small RNAs, such as binding to long non-coding RNAs (lncRNAs) or regulating alternative splicing [4, 6]. For example, miR-9 has been shown to target a known lncRNA MALAT1 in the nucleus, leading to its degradation [7]. Small interfering RNAs (siRNAs) and double-stranded RNAs (dsRNAs) have been shown to regulate alternative splicing of mRNAs [8, 9] and similarly acting antisense oligonucleotides (ASOs) are already used clinically for exon skipping therapy [10]. To date, no studies on the regulation of alternative splicing by miRNAs have been published. However, this may likely be one of the nuclear roles of miRNAs, as splicing events occur quickly after transcription in the nucleus [11]. In addition, synthetic small RNAs and natural miRNAs have been shown to target gene promoters [12–17]. Interestingly, this promoter targeting can either repress or induce transcriptional gene expression [18]. It has been proposed that the targeted promoters express promoter-associated lncRNAs that are bound by the small RNAs. This recruits chromatin modifying factors to the site, inducing changes in the gene expression [19, 20]. Nonetheless, the ability to induce transcriptional gene activation (TGA) provides interesting therapeutic opportunities. We were the first to show this phenomenon occurs *in vivo* in a mouse model of hindlimb ischemia [18], and since that study, progress in therapeutic field has been made. TGA-based small activating RNA targeting C/EBP-α has been developed by MiNa Therapeutics [15] and was the first to enter phase I clinical trials for treatment of liver cancer [21].

Regulation of Vascular Endothelial Growth Factor A (VEGFA) levels is important for many gene therapy applications and has been under development for the treatment for conditions such as myocardial infarction and peripheral arterial disease. We have previously shown that TGA by shRNA targeting *Vegfa* promoter results in efficient treatment of hindlimb ischemia [18] and myocardial infarction [22]. Our sequencing study also identified a wide population of nuclear-localized endogenous miRNAs in endothelial cells [3]. Here we expand on our previous observations and investigate whether naturally occurring miRNAs endogenously target the *Vegfa* promoter and regulate its expression. We find that mmu-miR-466c targets the *Vegfa* promoter to regulate its expression through interactions with a promoter lncRNA, and that this interaction is important for *Vegfa* expression in hypoxia. Our observations suggest that in addition to artificial small RNAs, endogenous miRNAs are capable of also targeting and regulating gene promoters. Further, we find that these endogenous miRNAs function to upregulate gene transcription in the nucleus, as we show here with endogenous miR-466c.

## Results

### miR-466c is predicted to target the *Vegfa* promoter and is induced in the nucleus by hypoxia

We first performed a bioinformatic screen to identify putative miRNA target sites contained within the murine *Vegfa* promoter. A 700 bp fragment of DNA upstream of the annotated *Vegfa* transcription start site was retrieved and searched for target sites in both sense and antisense orientations using RegRNA 2.0 [23], which itself uses the miRanda algorithm [24] for target site prediction. Multiple members of miR-466c family were predicted to target *Vegfa* promoter (Fig 1A and 1B). Interestingly, both miR-466c-5p and miR-466c-3p were predicted to target sites on the promoter near sites previously described to be susceptible to shRNA mediated TGA [18] (Fig 1A). To analyze the expression of miR-466c in our experimental setting, we next cultured mouse endothelial C166 cells in normoxia or hypoxia and collected samples at 2h or 24h for nuclear-cytoplasmic fractionation followed with RNA and protein isolation. Successful separation of nuclear and cytoplasmic fractions was confirmed by western blot for histone H3 (nuclear marker) and β-tubulin (cytoplasmic marker) (Figs 1C and S1), and RT-qPCR for miR-3535 (nuclear) and miR-27a (cytoplasmic), consistent with our previous study [3] (Fig 1D). The expression of miR-466c, both 3p and 5p arms, was found to be increased upon hypoxia in C166 endothelial cells as analyzed by RT-qPCR (Fig 1E). The 3p arm was observed to be the most abundant form, both in nucleus and in the cytoplasm. This strand bias was also observed in publicly available small RNA-seq data taken from miRbase [25] (Fig 1F). We used RNA *in situ* hybridization (miRNA FISH) to visualize the localization of miR-466c-3p in normoxic and hypoxic C166 cells (Fig 1G and 1H). With miRNA FISH, we verified that miR-466c is observed in the nucleus both in normoxia and hypoxia.

**Fig 1:**
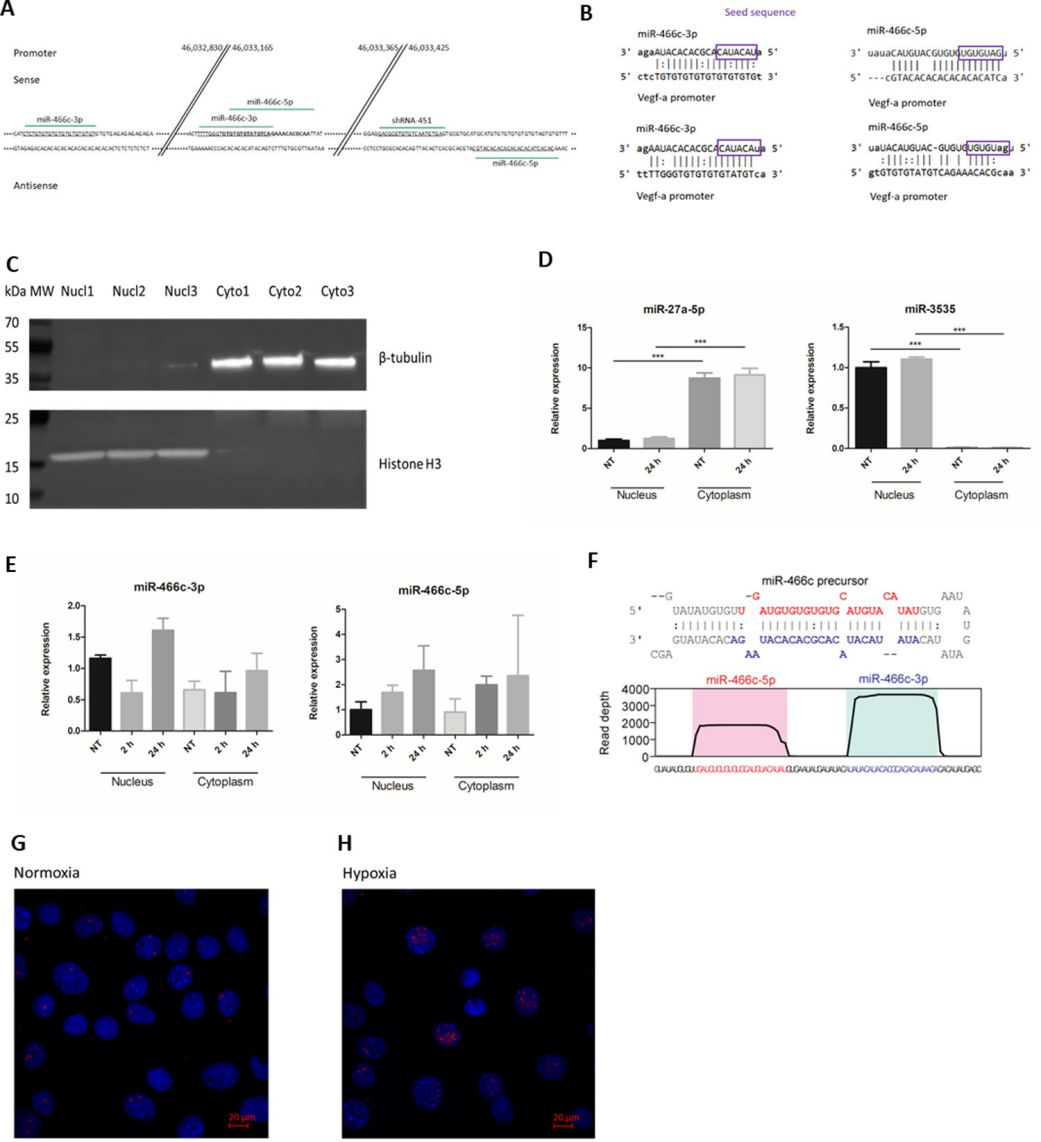
mmu-miR-466c is predicted to bind *Vegfa* gene promoter and is found in the nucleus of endothelial cells. A. Schematic figure showing the predicted targeted loci of mmu-miR-466c on *Vegfa* promoter. Numbers refer to locus on chromosome 17. shRNA-451 is published previously for targeting *Vegfa* promoter and upregulating its expression [18]. miR-466c targets were predicted using RegRNA 2.0. B. Sequence alignment showing miR-466c binding to promoter transcripts. Seed sequence of miR-466c is marked with purple box. C. Mouse endothelial cells (C166 cell line) were fractionated to nuclear and cytoplasmic fractions to study the compartmentalization of miRNAs. Purity of fractions was verified with western blot against cytoplasmic and nuclear markers β-tubulin and histone H3, respectively. n = 3. D. Purity of fractions was also verified by qPCR of cytoplasmic and nuclear miRNAs miR-27a-5p and miR-3535, respectively. NT is normoxic control sample, 24h is sample treated with hypoxia for 24h. n = 3, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. E. Both miR-466c-3p and miR-466c-5p were detected from both nucleus and cytoplasm of C166 cells by RT-qPCR. miR-466c expression was increased upon hypoxia, especially miR-466c-3p was induced in the nuclear fraction of the cells. NT is normoxic control sample, 2h and 24h are samples treated with hypoxia for 2h or 24h, respectively. n = 3–4, data is represented as mean ± SD. F. miR-466c precursor structure, from which both miR-466c-5p and miR-466c-3p are processed. miRBase graph shows how deep sequencing reads of the mature miRNAs are distributed and miR-466c-3p is the more abundant mature miRNA. G. miRNA-FISH for miR-466c-3p confirms the nuclear localization of the mature miRNA both in normoxia and hypoxia (24h timepoint). *P ≤ 0.05, **P ≤0.01, ***P ≤ 0.001.

### miR-466c regulates *Vegfa* expression in endothelial cells

We next sought to see if manipulation of miR-466c levels in C166 cells would lead to changes in *Vegfa* expression using lentiviral vector overexpression system (LV-466). Transduction of C166 cells resulted in elevated levels of both miR-466c-3p and miR-466c-5p (Fig 2A). We analyzed the expression of both pre-*Vegfa* and mature mRNA *Vegfa* from cells transduced with LV-466 to determine any changes in transcription. Overexpression of miR-466c increased both pre-*Vegfa* and mature *Vegfa* levels 1.5-fold in these cells, which is consistent with previous observations with *Vegfa* upregulating shRNA [18]. These data indicate that miR-466c over-expression functionally activates *Vegfa* gene transcription (Fig 2B).

**Fig 2:**
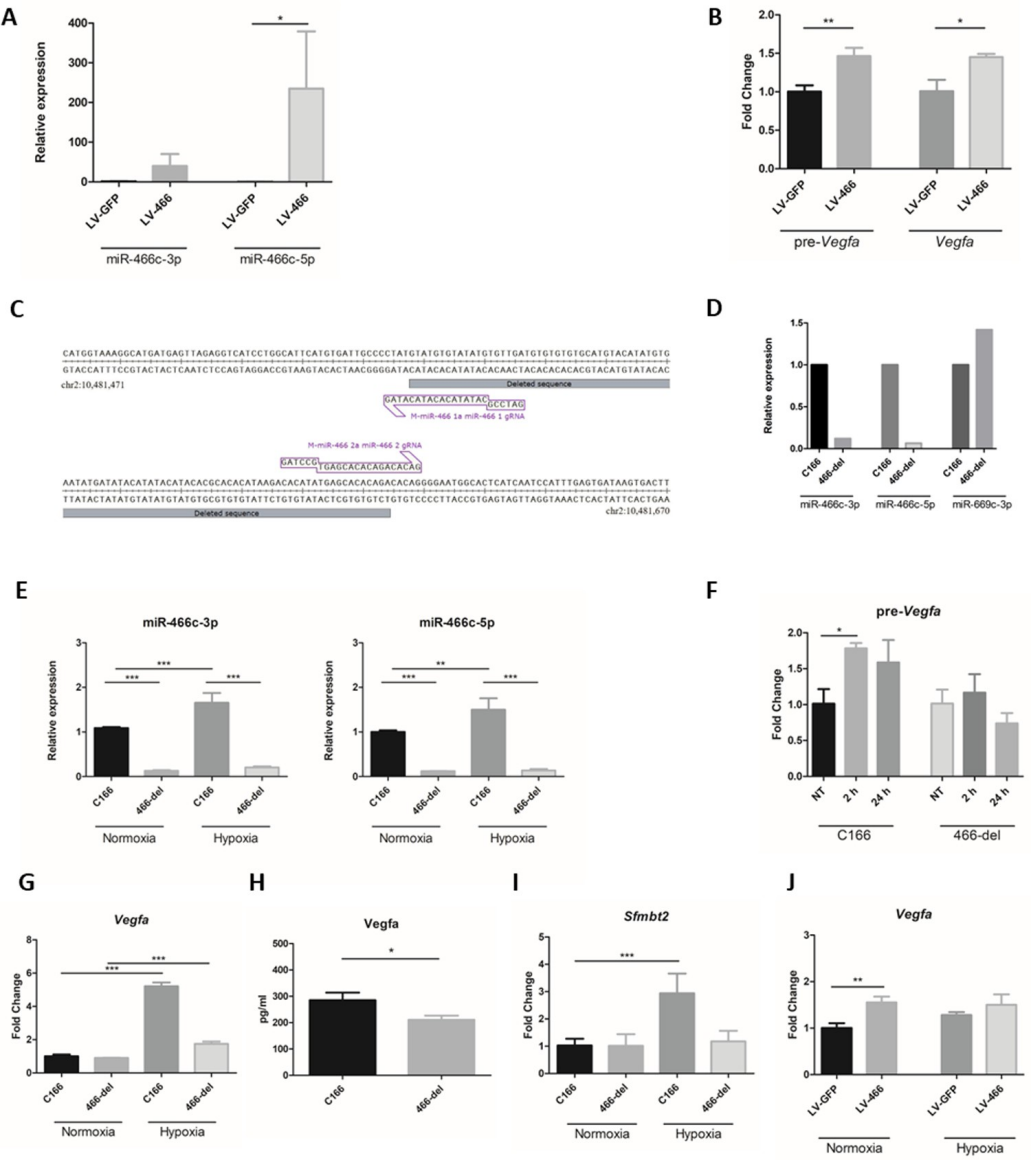
miR-466c participates in the regulation of *Vegfa* expression. A. Lentiviral expression of miR-466c increased both miR-466c-3p and miR-466c-5p levels in C166 cells. Cells were transduced with MOI 10 and samples collected 3d after transduction. C166 cells transduced with lentiviral vector expressing GFP only (LV-GFP) were used as control. n = 3, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. B. Overexpression of miR-466c (LV-466) in C166 cells resulted in increased transcription of pre-*Vegfa* and mature *Vegfa* as compared to control GFP only vector (LV-GFP), using RT-qPCR. n = 3, t-test was used for determining the statistical significance, data is represented as mean ± SD. C.To study the effects of knockdown of miR-466c, CRISPR-Cas9-mediated deletion of miR-466 from the C166 genome was performed. Schematic figure illustrates the deletion position in Sfmbt2 gene intron 10 in chromosome 2. D. Deletion of miR-466c resulted in a significant drop in miR-466c levels in the deletion cell line. qPCR for miR-669c, a miRNA expressed from the same cluster as miR-466c from Sfmbt2 gene intron 10, showed that CRISPR-Cas9-deletion of miR-466 precursor does not decrease the levels of miR-669c in the cells, whereas both strands of miR-466c are repressed. n = 1 E. Deletion of miR-466c resulted in a significant drop in miR-466c levels in the 466-del deletion cell line compared to parental C166 cells, and hypoxia did not induce miR-466c levels. n = 4, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. F. pre-*Vegfa* expression increases upon hypoxia in C166 cell line but does not change upon hypoxia in 466-del cell line. n = 3, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. *G*. *Vegfa* gene expression increases in hypoxic conditions in parental C166 cell line, but not to same extent in 466-del cell line. n = 4, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. H. Vegfa protein expression is decreased in 466-del cell line compared to parental C166 cells. n = 3, t-test was used for determining the statistical significance, data is represented as mean ± SD. I. Parental gene *Sfmbt2* expression is upregulated upon hypoxia in parental C166 cells, but not in miR-466-deletion cell line 466-del. n = 4, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. J. Overexpression of miR-466c with lentiviral vector in miR-466c-deletion cell line does not return the hypoxia responsiveness to parental cell level. n = 4, t-test was used for determining the statistical significance, data is represented as mean ± SD. *P ≤ 0.05, **P ≤0.01, ***P ≤ 0.001.

### Removal of miR-466c significantly reduces *Vegfa* expression in hypoxic endothelial cells

To analyze the role of miR-466c in the regulation of *Vegfa* in hypoxic response, we used CRISPR-mediated gene editing to remove 97 bp region from the *Sfmbt2* intron 10 which contains the miR-466c hairpin from the parental C166 cell line (Fig 2C). Clonal cell populations were generated and screened for miR-466c expression, as well as miR-669c-3p, which is expressed from the same miRNA cluster in *Sfmbt2* intron 10, expression. *Sfmbt2* intron cluster contains two other miR-466c pre-miRNA hairpins, but removal of this one copy (mmu-mir-466c-1) was sufficient to dramatically reduce miR-466c expression, whereas miR-669c-3p expression was not changed, indicating that the CRISPR removal of miR-466c was not affecting the other miRNAs in this cluster (Fig 2D). After removal of miR-466c (466-del cell line), the hypoxia-mediated induction of miR-466c was lost (Fig 2E). *Vegfa* expression is known to be upregulated upon hypoxia [26]. Importantly, when miR-466c was removed, the upregulation of *Vegfa* expression in response to hypoxia was also diminished as determined by RT-qPCR of pre-*Vegfa* (Fig 2F) and mature *Vegfa* mRNA (Fig 2G). In addition, Vegfa protein expression was decreased after removal of miR-466c (Fig 2H). The expression of the parent gene, *Sfmbt2*, was also not found to be induced by hypoxic stimuli (Fig 2I). Rescue of miR-466c expression in the 466-del cell line via lentiviral overexpression was sufficient to increase *Vegfa* levels both in normoxic and hypoxic conditions, but hypoxia did not further induce *Vegfa* expression to the normal extent (Fig 2J).

To further analyze the changes in global gene expression, we performed whole transcriptomic sequencing from nuclear and cytoplasmic fractions of C166 and 466-del cell lines grown in normoxia and hypoxia. 

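Sfmbt2, the gene whose intron holds the hairpin removed in 466-del, was measured in every group, at 18.1 ± 2.56 CPM (SD, n = 3) in the cytoplasm of C166 in normoxia and 22.0 ± 2.63 CPM (SD, n = 3) in that of 466-del. These counts lie outside the removed region and do not check the deletion, and counts of the hairpin itself were not analysed here. C166 is a mouse endothelial cell line derived from the yolk sac, and 466-del is a clonal line made from it with CRISPR. Total RNA was depleted of ribosomal RNA and sequenced in 36 libraries, 3 for each of 12 groups of cell line, fraction (cytoplasm or nucleus) and condition (normoxia, 2h or 24h of hypoxia). The sequencing methods name the 24h time point alone, and the culture methods and the figure legend name both. The labels number the 3 libraries of a group as replicates and do not say whether they came from separate cultures, so the p-values measure the spread between these libraries. In the cytoplasm of C166 the total count per library was 23509301 to 27966455 (median 24333550) in normoxia, 20745543 to 28667821 (median 27479340) at 2h and 25396083 to 27191031 (median 25417627) at 24h. In the cytoplasm of 466-del it was 25495610 to 28404375 (median 27497387) in normoxia, 24437487 to 25123456 (median 24590910) at 2h and 22316184 to 26027461 (median 24720748) at 24h. Nuclear libraries of C166 held 17400578 to 19557524 counts (median 18356406) in normoxia, 19269751 to 24940907 (median 19872530) at 2h and 19313134 to 24928256 (median 22280985) at 24h. Nuclear libraries of 466-del held 15864280 to 19650550 (median 18286722) in normoxia, 15314724 to 18316508 (median 16894033) at 2h and 17378652 to 20505843 (median 19784925) at 24h. Replicate 1 of C166 cytoplasm in normoxia detected 11903 genes, against 16393 and 16712 in replicates 2 and 3. The authors aligned the reads to GRCm38 with TopHat and Bowtie2 and deposited raw counts in 26400 gene rows. The sources used here do not say which of the tools they name made these counts, or how it used strand. Genes that overlap another gene or share reads with a near-identical copy are therefore uncertain. From the raw counts, genes with few counts were removed with filterByExpr and libraries were scaled with TMM. A quasi-likelihood model of edgeR was fitted to the 18 libraries of each fraction, over 14998 genes in the cytoplasm and 15735 in the nucleus. Adjusted p-values are those of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. CPM is a gene's count relative to its library's total after TMM scaling, given as the mean over the 3 libraries of a group.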

As depicted by PCA plot, gene expression profiles between the two cell lines differ remarkably both in cytoplasm and nucleus (Fig 3A). 

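Grb10, which encodes an adaptor of the insulin receptor and lies on chromosome 11 (11930508 to 12038683, GRCm38), stood at 273.5 ± 4.32 CPM (SD, n = 3) in the cytoplasm of C166 in normoxia, with 20069 counts over the 3 libraries, and had 3 counts over those of 466-del. Tmem47 on chromosome X, which encodes a membrane protein of cell junctions, and the transcription factor gene Zfhx4 on chromosome 3 had no count in the normoxic 466-del libraries. They were at least 1952-fold and at least 889-fold lower there in the cytoplasm, taken against a floor of 3 counts over the group. In the other direction, Nos1, the neuronal nitric oxide synthase gene, rose from 2 counts over the C166 libraries to 10.8 ± 2.20 CPM (SD, n = 3) in 466-del. The Wnt antagonist gene Dkk1 was higher by 4.37 (standard error 0.42) on the log2 scale, with an adjusted p of 1.24e-07 from edgeR. In the nucleus, Gdf10, a gene of the TGF-beta family, was at 30.7 ± 4.37 CPM (SD, n = 3) in 466-del. Pcolce2 and Tenm3 were at 47.4 ± 5.07 and 182.3 ± 8.77 CPM (SD, n = 3 each) there, and Tenm3 at 0.438 ± 0.317 CPM (SD, n = 3) in C166. Of 17 measured markers of smooth muscle and mesenchyme, 11 were lower in 466-del in the cytoplasm, 1 (Dcn) was higher and 5 did not pass the test. Adjusted over the list alone the counts were 11 and 1. Acta2, the smooth muscle actin gene, went from 4199 ± 756 to 1067 ± 106 CPM (SD, n = 3 each). Cnn1, which encodes calponin, was lower with a log2 difference of -3.98 (standard error 0.21, adjusted p = 1.7e-11 from edgeR). The camera set test on this list gave an adjusted p of 3.3e-10, and 0.0417 with an estimated correlation. Of 34 measured HIF target genes, 21 were higher and 3 lower in normoxic 466-del cytoplasm (21 and 3 adjusted over the list alone; camera adjusted p = 0.00437, and adjusted p = 0.651 with an estimated correlation). Of 20 cholesterol biosynthesis enzymes 1 was higher and 12 lower (1 and 12 adjusted over the list alone; camera adjusted p = 0.00437, and adjusted p = 0.788 with an estimated correlation). Over all genes, 5326 differed between the lines in the normoxic cytoplasm (2730 higher and 2596 lower in 466-del). In the normoxic nucleus 6294 differed (2960 higher and 3334 lower, and 3670 higher and 2595 lower with upper-quartile factors). On principal component 2 of the 36 libraries, which held 22.99% of the variance, the normoxic cytoplasm lay at 51.2 ± 11.8 in C166 and -67.1 ± 1.4 in 466-del (SD, n = 3 each). The normoxic nucleus lay at 79.4 ± 1.7 and -29.9 ± 1.1 (SD, n = 3 each). The lines also differed by chromosome. After the median of all genes was taken away, the median log2 difference over the 458 genes of chromosome 14 was 0.60 in the cytoplasm (bootstrap standard error 0.04). This bootstrap drew genes and not libraries, so it does not measure the spread between libraries. The test in the cytoplasm called 3306 genes when only the 6 libraries compared entered the fit.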

When looking at all differentially expressed genes in the cell lines, we observe that majority of the genes differentially regulated in the cell lines are shared (680 genes), whereas the mutation induces changes in expression of 305 genes that are not deregulated in parental cell line, and 264 genes are not differentially expressed in 466-del cell line even though they are found in the parental line (Fig 3B). 

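Bnip3, a HIF target gene of mitophagy on chromosome 7 (138890836 to 138909519), rose in the cytoplasm from 25.6 ± 1.19 CPM (SD, n = 3) in normoxia to 765 ± 79.2 (SD, n = 3) after 24h of hypoxia in C166, and from 45.8 ± 4.84 to 739.5 ± 68.7 (SD, n = 3 each) in 466-del. Ndrg1, another gene induced by hypoxia, rose by 5.60 (standard error 0.35) on the log2 scale in C166 and by 4.94 (standard error 0.33) in 466-del, with adjusted p-values of 2.32e-10 and 6.79e-10 from edgeR. Actg2, an actin gene of smooth muscle, fell from 99.96 ± 6.08 to 5.94 ± 0.484 CPM in C166 and from 10.6 ± 2.48 to 0.716 ± 0.180 CPM in 466-del (SD, n = 3 each). Some genes answered differently in the lines. Dcn, which encodes the matrix proteoglycan decorin, went from 18.5 ± 3.98 to 3.19 ± 1.79 CPM in C166 and from 36.5 ± 6.31 to 43.9 ± 19.9 CPM in 466-del (SD, n = 3 each). The myosin light chain gene Myl9 fell from 788.7 ± 35.6 to 120 ± 19.2 CPM in C166 and from 193.3 ± 21.2 to 101.3 ± 6.57 CPM in 466-del (SD, n = 3 each). Its difference of the responses was 1.78 (standard error 0.15, adjusted p = 1.36e-06 from edgeR). Ndrg2 rose in C166 from 1.81 ± 0.658 to 73.8 ± 2.09 CPM and in 466-del from 15.1 ± 1.20 to 114.5 ± 7.89 CPM (SD, n = 3 each). Mvd, which encodes an enzyme of cholesterol synthesis, rose from 11.4 ± 2.91 to 90.6 ± 18.3 CPM in C166 and from 5.61 ± 0.183 to 14.6 ± 0.742 CPM in 466-del (SD, n = 3 each). In the cytoplasm at 24h, 5362 genes were called in C166 (2737 higher, 2625 lower) and 5422 in 466-del (2704 higher, 2718 lower). Of these, 3623 were called in both lines, 1739 in C166 alone and 1799 in 466-del alone. Among the shared genes 1715 rose and 1861 fell in both lines, where independent lists of these sizes would share 493.5 and 475.7, and 47 moved in opposite directions. A gene called in 1 line alone is not thereby shown to differ between the lines. The test of the difference itself called 350 genes, of which 155 were shared, 79 were in C166 alone and 116 in 466-del alone. Of the genes called in 1 line alone, 1438 of the 1739 and 1474 of the 1799 had the same sign in both lines. The count of 350 fell to 228 and 227 without replicates 2 and 3 of C166 at 24h. It fell to 218, 184 and 226 without replicates 1, 2 and 3 of 466-del in normoxia, and to 217 without replicate 2 of 466-del at 24h, and was 821 with DESeq2. With a change of at least 2-fold required, 765 genes were shared, 762 were in C166 alone and 766 in 466-del alone. With only the libraries compared in each fit 424 were in C166 alone and 4349 in 466-del alone. From its own overlap in Fig. 3B, the paper states that most regulated genes are shared by the lines, while some change after the deletion alone and others in the parental line alone.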

We analyzed the changes more closely using ingenuity pathway analysis (IPA). Many pathways where changes were associated were shared between the cell lines (sirtuin signalling, senescence, insulin receptor signalling, PI3K/AKT signalling, mTOR signalling), but some pathways were different (e.g. EIF2 signalling in mutation cell line and NRF2-mediate oxidative stress response in parental cell line) (Fig 3C and 3D). 

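After 24h of hypoxia in the cytoplasm, 7 of 23 NRF2 target genes, which defend cells against oxidants, rose and 11 fell in C166, and 6 rose and 13 fell in 466-del. Txnrd1, which encodes thioredoxin reductase, fell from 662.9 ± 79.7 to 238.4 ± 40.5 CPM in C166 and from 705.9 ± 29.4 to 229.8 ± 20.0 CPM in 466-del (SD, n = 3 each). The quinone reductase gene Nqo1 had log2 fold changes of -1.82 and -1.76. The glutathione transferase gene Gstm1 rose in both lines, and more in 466-del, with a difference of the responses of 0.60 (standard error 0.14, adjusted p = 0.0214 from edgeR). Of 35 translation initiation factors, which include the subunits of eIF2, 3 rose and 21 fell in C166 and 5 rose and 22 fell in 466-del. Eif2s1, the alpha subunit of eIF2, fell by 0.94 on the log2 scale in C166 and by 1.23 in 466-del, and Eif2b3, a subunit of its exchange factor, by 1.14 and by 1.40. Eif3k, Eif3f and Eif4b had a difference of the responses past the test, at 0.49, 0.53 and 0.46 on the log2 scale. Of 79 cytosolic ribosomal protein genes 9 rose and 3 fell in C166 and 34 rose and 1 fell in 466-del, with Rpl4 at 0.71 in 466-del. Adjusted over the list alone these were 5 and 1 in C166 and 35 and 1 in 466-del. The camera test of limma on them gave adjusted p-values of 0.997 and 0.000142, with adjusted p = 0.999 and 0.498 with an estimated correlation. Sirt2, a deacetylase, rose by 0.64 (standard error 0.13) in C166 and 1.14 (standard error 0.13) in 466-del. Of the 7 sirtuins 3 rose in C166 and 2 in 466-del, and the others did not pass the test. Of 16 senescence genes 3 rose and 7 fell in each line. Of 34 genes of insulin, PI3K/AKT and mTOR signalling 13 rose and 5 fell in C166 and 18 rose and 2 fell in 466-del. Foxo3, a transcription factor downstream of AKT, rose by 0.99 and 1.15, and Ddit4, an inhibitor of mTOR, by 3.06 and 1.96. Adjusted over the list alone, the counts of genes that rose and fell were 7 and 12 in C166 and 6 and 13 in 466-del for NRF2 targets. For initiation factors they were 4 and 22 in C166 and 7 and 22 in 466-del. For senescence they were 3 and 8 in C166 and 3 and 7 in 466-del, and for insulin, PI3K/AKT and mTOR signalling 14 and 6 in C166 and 19 and 4 in 466-del. For sirtuins 3 rose in C166 and 2 in 466-del. The camera test gave adjusted p-values of 0.0107 in C166 and 0.0253 in 466-del for the fall of NRF2 targets, with adjusted p = 0.356 and 0.498 with an estimated correlation. For the fall of initiation factors it gave 9.6e-05 and 0.000261, with adjusted p = 0.047 and 0.106 with an estimated correlation. For the senescence list it gave 0.0471 and 0.138, with adjusted p = 0.102 and 0.234 with an estimated correlation. For insulin, PI3K/AKT and mTOR signalling it gave 0.0187 and 0.00231, with adjusted p = 0.272 and 0.178 with an estimated correlation. The sirtuins did not pass camera, a test of limma, in either line (adjusted p = 0.334 and 0.229). Of the differences of the responses between the lines, 1 NRF2 target was higher (Gstm1) and 2 lower (Pgd and G6pdx) in 466-del, and 3 initiation factors were higher. Adjusted over the list alone, 2 NRF2 targets were higher and 2 lower, and 4 initiation factors were higher and 2 lower. As sets neither passed camera of limma (adjusted p = 0.731 and 0.875). The difference was positive for ribosomal protein genes as a set (camera adjusted p = 8.81e-11, and adjusted p = 0.531 with an estimated correlation), with 1 gene (Rpl4) past the test and 3 adjusted over the list alone. The lists were written before the data were examined and are not the sets of ingenuity pathway analysis, which scores a pathway with a z-score.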

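Among the VEGF signalling genes of Fig. 3E, the response to 24h of hypoxia in the cytoplasm differed between C166 and 466-del for Vegfa, Map2k1 and Acta2. Acta2, on chromosome 19 (34241090 to 34255590), fell by 2.47 (standard error 0.12) on the log2 scale in C166 and by 1.56 (standard error 0.12) in 466-del. The difference of 0.91 (standard error 0.17) had an adjusted p of 0.00462 from edgeR over all genes and 0.00106 adjusted over the list alone. Vegfa and the kinase gene Map2k1 rose in both lines, and less in 466-del. Hif1a, the hypoxia-inducible transcription factor gene, rose by 0.64 (standard error 0.08) in C166 and by 1.03 (standard error 0.08) in 466-del. Its difference of 0.39 (standard error 0.12) had an adjusted p of 0.0852 from edgeR over all genes and 0.0352 adjusted over the list alone. Of the 45 symbols listed from the figure 44 were measured, and all 44 were called in C166, 19 higher and 25 lower. In 466-del 35 of them were called, 17 higher and 18 lower, each in the same direction as in C166, and 9 were called in C166 alone. Eif1a, which the authors' deposited values match to the row EIF1AX, was not in this list. Its response was -0.33 in C166 and -0.41 in 466-del (adjusted p = 0.00318 and 0.000442 from edgeR). The estimates had the same sign in both lines for 43 of the 44 genes, the exception being Sos1, an exchange factor of Ras, at 0.44 in C166 and -0.16 in 466-del (not past the test in 466-del). The Ras family gene Rras2 and the growth factor genes Vegfb and Pgf had responses of -0.88, 1.20 and 1.26 in C166 and -0.77, 0.80 and 1.23 in 466-del. The response was smaller in absolute size in 466-del for 28 of the 44 genes, and the difference passed the test for 3 genes over all genes and 4 adjusted over the list alone. In simulated cytoplasm data this test recovered 61.2% of 2-fold and 16.4% of 1.5-fold differences, so genes that did not pass are not shown to respond alike. The figure shows the listed genes for the same samples, so their count is not independent evidence. All 44 passed in C166, and a list of genes that pass in 1 line favours smaller responses and fewer calls in the other. The 28 smaller responses and the 9 genes called in C166 alone therefore do not show a weaker response of the list in 466-del. With only the 12 libraries compared in the fit, the adjusted p over all genes was 0.0512 for the difference of Vegfa and 0.0599 for that of Map2k1.

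**Figure D1:**
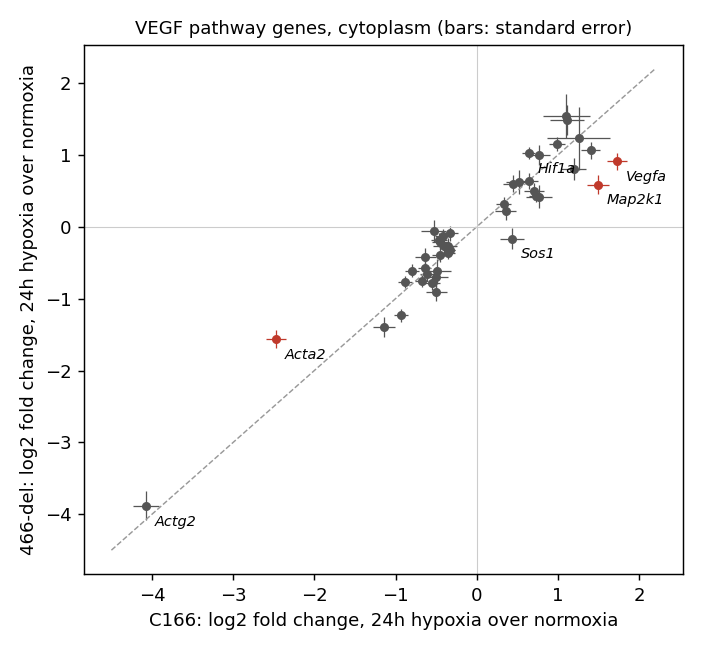
Response of the 44 VEGF signalling genes measured in the list of Fig. 3E, without Eif1a, to 24h of hypoxia in the cytoplasm. Axes show log2 fold change in C166 (horizontal) and 466-del (vertical), with bars of 1 standard error and a dashed line of equal response. Red points are Acta2, Map2k1 and Vegfa, whose difference between the lines passed the test over all genes.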

We also analyzed the individual members of VEGF signalling pathway, and noticed that most of the genes were still regulated in similar fashion after miR-466 removal (e.g. downregulated in both cell lines), but the extent of regulation was notably different (Fig 3E). The most differentially regulated VEGF signalling pathway member was MAP2K1, which was significantly downregulated following miR-466 deletion.

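Map2k1, which encodes the MAP kinase kinase MEK1 and lies on the minus strand of chromosome 9 (64185770 to 64253631), rose in hypoxia in both lines. In C166 it went from 58.6 ± 15.8 CPM (SD, n = 3) in normoxia to 95.99 ± 3.37 (SD, n = 3) at 2h and 165 ± 10.1 (SD, n = 3) at 24h, and in 466-del from 117.2 ± 4.94 to 144.9 ± 5.50 and 176 ± 12.5 (SD, n = 3 each). Its log2 fold change at 24h was 1.49 (standard error 0.13, adjusted p = 4.6e-08 from edgeR) in C166 and 0.59 (standard error 0.13, adjusted p = 0.00126 from edgeR) in 466-del. The rise was smaller in 466-del by a difference of -0.91 (standard error 0.19), with an adjusted p of 0.0119 from edgeR over all genes and 0.00192 adjusted over the list of Fig. 3E alone. In normoxia Map2k1 was higher in 466-del by 1.00 (standard error 0.13, adjusted p = 7.07e-06 from edgeR), and at 24h the lines differed by 0.09 (standard error 0.13, adjusted p = 0.648 from edgeR). Vegfa, on the minus strand of chromosome 17 (46016993 to 46032369), followed a similar course, from 26.7 ± 5.09 CPM in normoxia to 61.7 ± 4.46 at 2h and 88.35 ± 6.55 at 24h in C166, and from 39.1 ± 1.43 to 52.8 ± 5.01 and 73.5 ± 4.93 in 466-del (SD, n = 3 each). Its log2 fold change at 24h was 1.73 (standard error 0.12) in C166 and 0.91 (standard error 0.12) in 466-del, with a difference of -0.82 (standard error 0.17, adjusted p = 0.0138 from edgeR, and 0.00192 adjusted over the list alone). Genes of chromosome 9, where Map2k1 lies, had a median log2 difference between the lines of 0.28 in the normoxic cytoplasm, after the median of all genes was taken away. When only the 12 libraries compared entered the fit, the differences stayed at -0.91 for Map2k1 and -0.82 for Vegfa, while their adjusted p-values rose above 0.05. The smallest sizes with any 1 library left out were -0.70 for Map2k1 and -0.67 for Vegfa, both without replicate 1 of C166 in normoxia, the library with the fewest genes detected.

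**Figure D2:**
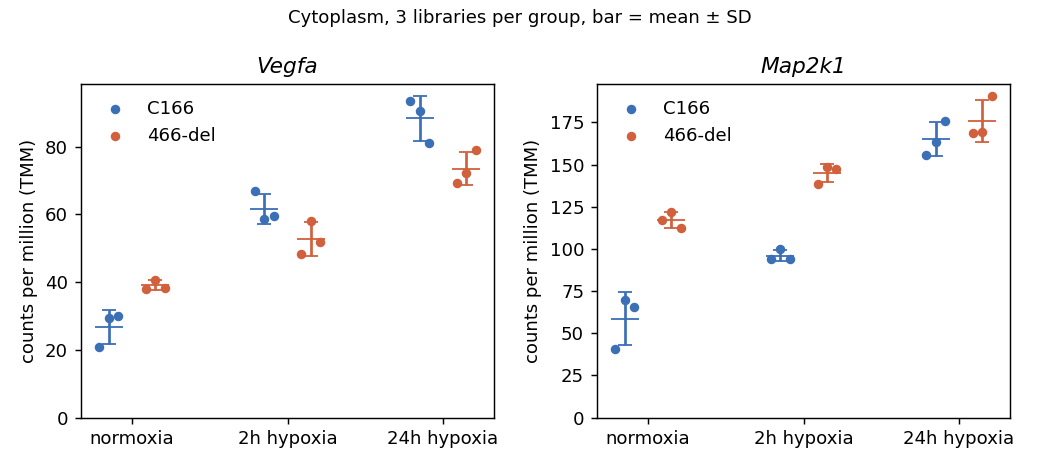
Levels of Vegfa and Map2k1 in the cytoplasm of C166 and 466-del in normoxia and after 2h and 24h of hypoxia, in CPM on axes that start at 0. Points are single libraries, and bars show the mean and SD of 3.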

**Fig 3:**
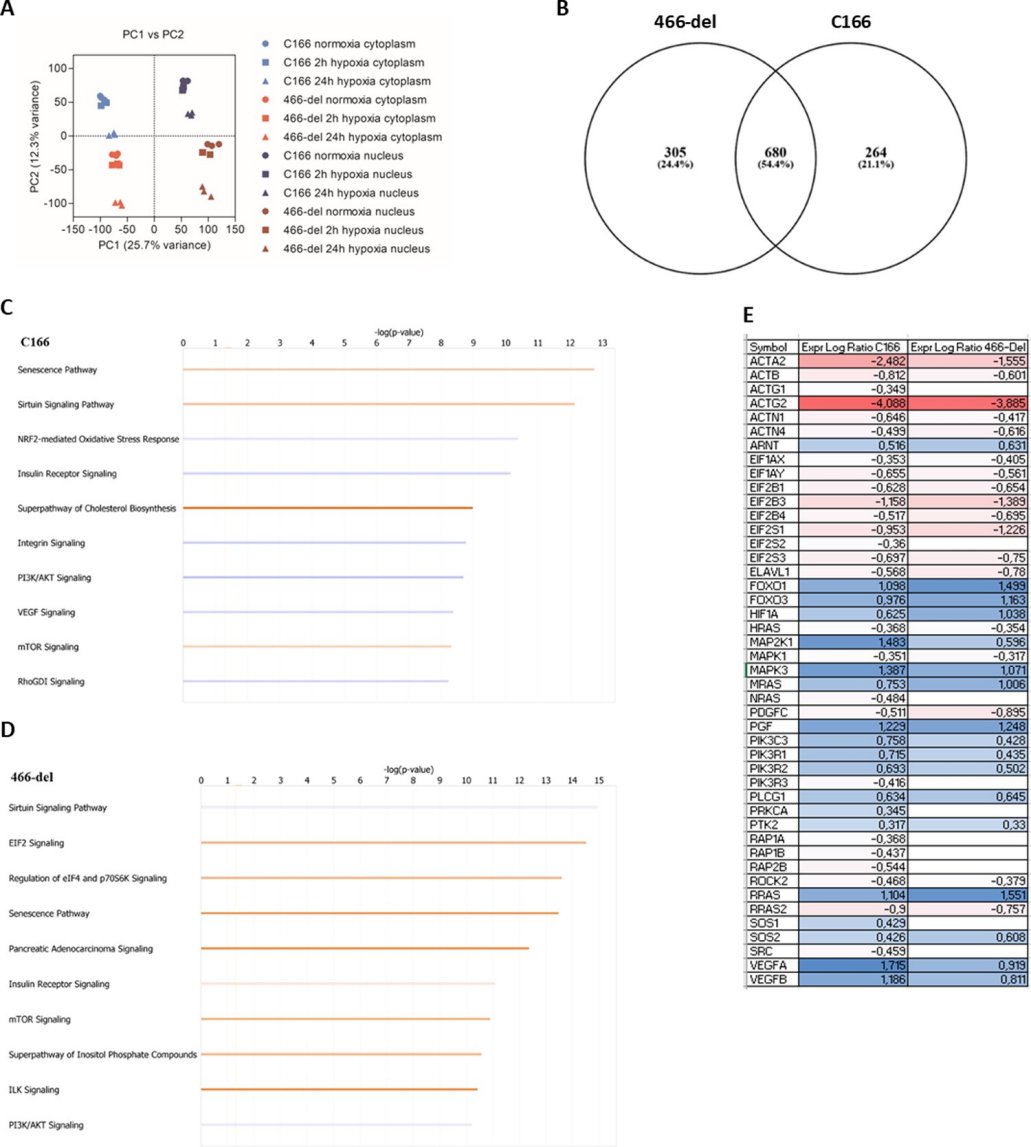
Total transcriptome sequencing of parental and miR-466c deletion cell lines shows significant differences on gene expression profiles. A. Both C166 and 466-del miR-466c deletion cell lines were subjected to hypoxia (2h or 24h), fractionated to nuclear and cytoplasmic samples and analyzed by RNA-sequencing. PCA plot of all sequenced groups shows that the samples are grouped by difference in nuclear and cytoplasmic transcripts, but also by cell line. B. Venn diagram of differentially expressed genes in parental C166 and 466-del deletion cell line shows that most changes in gene expression (680 differentially expressed genes) are still shared in both cell lines. C. Comparison analysis of 24h hypoxia vs. normoxia in cytoplasm of parental C166 cell line. Top 10 canonical pathways altered are shown in the figure, red colour indicates positive z-score, blue indicates negative z-score. D. Comparison analysis of 24h hypoxia vs. normoxia in cytoplasm of 466-deletion cell line. Top 10 canonical pathways altered are shown in the figure, red colour indicates positive z-score, blue indicates negative z-score. E. VEGF signalling pathway members were differentially regulated in C166 and 466-deletion cell line in same fashion, but to different extent.

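Neat1, a long noncoding RNA of nuclear paraspeckles, was at 3157 ± 182 CPM (SD, n = 3) in the nucleus and 99.03 ± 2.01 CPM (SD, n = 3) in the cytoplasm of C166 in normoxia, and Malat1, another nuclear RNA, at 19460 ± 1300 and 4331 ± 634 CPM (SD, n = 3 each). The small nucleolar RNA gene Snora73b and the small Cajal body RNA gene Scarna6 were also higher in the nucleus, with log2 differences between nucleus and cytoplasm of 4.70 (standard error 0.38) and 4.53 (standard error 0.41) in C166. In 466-del they were 4.27 (standard error 0.37) and 4.35 (standard error 0.38). Rny1 and Rny3, which encode Y RNAs, lay on the cytoplasmic side at -7.19 and -6.37 in C166 and -5.59 and -5.72 in 466-del, as did the ferritin light chain gene Ftl1 at -3.31 (standard error 0.14) and -3.42 (standard error 0.14). Of 79 genes for cytosolic ribosomal proteins, 77 were lower in the nucleus of C166 and 78 in that of 466-del, with median log2 differences of -1.02 and -1.26. All 8 mitochondrially encoded mRNAs measured were lower in the nucleus of C166 and 7 in that of 466-del. Of 8 nuclear-retained RNAs 5 and 3 were higher and 1 (Tug1) was lower. Adjusted over the list alone, 77 and 78 ribosomal protein genes, 8 and 7 mitochondrial mRNAs were lower, and 5 and 4 nuclear-retained RNAs were higher. The camera test on the ribosomal protein genes gave adjusted p-values of 1.13e-31 in C166 and 1.99e-37 in 466-del, with adjusted p = 0.105 and 0.0896 with an estimated correlation. For mitochondrial mRNAs it gave 0.000888 and 0.00919, with adjusted p = 0.105 and 0.205 with an estimated correlation. For nuclear-retained RNAs it gave 0.00014 and 0.000472, with adjusted p = 0.0525 and 0.0896 with an estimated correlation. Over all genes, 9667 of the 16682 tested differed between the fractions in C166 in normoxia (5302 higher and 4365 lower in the nucleus) and 9608 in 466-del (4772 and 4836), in an edgeR fit of all 36 libraries. Principal component 1 held 38.4% of the variance, and the fraction accounted for 89.35% of it, while the cell line accounted for 89.4% of component 2. With DESeq2 and its size factors the split in 466-del was 5959 higher and 4024 lower.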

### Identification of a non-coding transcript on the mouse *Vegfa* promoter

Previous studies demonstrated that transcriptional gene silencing (TGS) and transcriptional gene activation (TGA) may mechanistically require bidirectional transcription and/or promoter associated transcripts [16, 20, 27]. Promoter-associated transcripts for mouse *Vegfa* have not been previously characterized. Therefore, we performed Global Run-On-sequencing (GRO-seq) in order to determine if there is bidirectional transcription at the *Vegfa* promoter. Notably, the promoter was found to have an antisense transcript located up to ~27 kb upstream from its reported transcription start site (Fig 4A). Utilizing publicly available GRO-seq data, we can see that the promoter of *Vegfa* is transcribed also in other murine cell lines (3T3L1, AtT20, B-cell, Liver, MEF, Muscle, Neuron) (S2 Fig). For RT-qPCR confirmation of the transcript, cDNA was synthesized using antisense directional primers located at different promoter loci (nc-1800, nc-1500, nc-1300 and nc-500, where the number indicates the distance upstream of *Vegfa* TSS). qPCR was then performed with primer pairs at three different loci (-910 − -717, -675 − -477 and -485 − -317, relative to TSS) and confirmed the presence of antisense transcript on the proximal promoter of *Vegfa* (Fig 4B). These observations suggest that the promoter targeted shRNAs identified previously [18] and the miRNAs identified here may exert their action on the *Vegfa* promoter via interactions with this antisense transcript. The promoter sequence of *Vegfa* was further cloned into LV-vector, and the expression of the promoter non-coding RNA produced by the lentivirus was confirmed by RT-qPCR (Fig 4C). Interestingly, transduction of this non-coding RNA to C166 cells did not significantly affect *Vegfa* expression (Fig 4D). These data suggest that the ncRNAs may require the correct chromosomal context.

**Fig 4:**
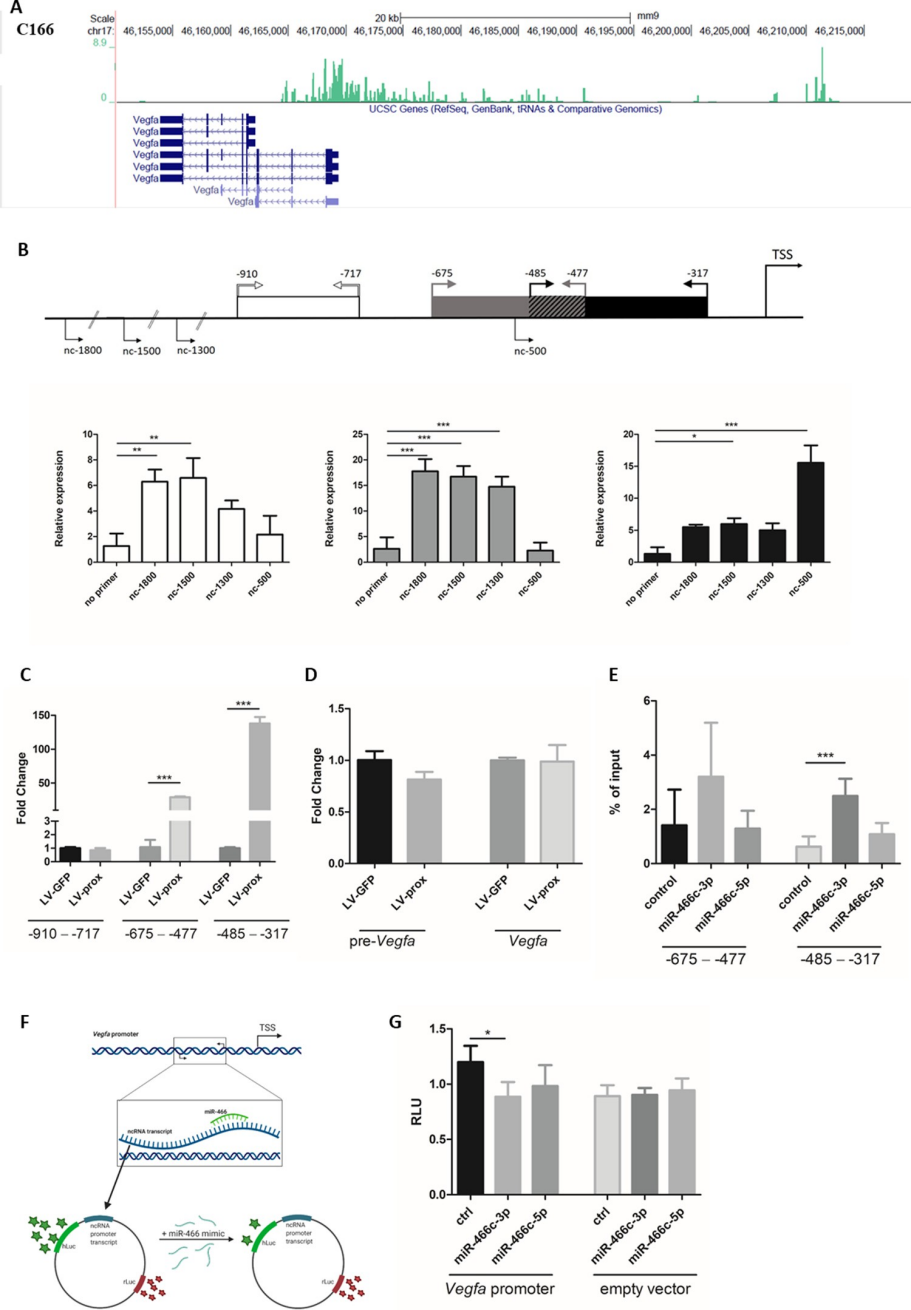
Murine *Vegfa* promoter is associated with antisense non-coding transcript, which is the target for miR-466c. A. GRO-seq shows antisense lncRNA at *Vegfa* promoter in C166 cells. B. Antisense ncRNA is detected from *Vegfa* promoter using strand-specific qPCR. ncRNA is found from the regions that were predicted for miR-466c targeting. n = 3, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. C. qPCR of ncRNA shows increased levels of antisense ncRNA after transduction with lentiviral vector encoding the proximal promoter region (LV-prox). n = 3, t-test was used for determining the statistical significance, data is represented as mean ± SD. D. Overexpression of *Vegfa* promoter-associated ncRNA with lentiviral vector (LV-prox) does not affect expression levels of *Vegfa*. n = 3, data is represented as mean ± SD. E. Biotinylated miR-466c mimic was used to pulldown RNA transcripts binding to miR-466c. *Vegfa* promoter associated ncRNA was detected from the pulldown samples by RT-qPCR. n = 5, ANOVA with Bonferroni correction was used for determining the statistical significance, data is represented as mean ± SD. F. Schematic illustration of luciferase assay design. Figure was created with BioRender.com. Republished from BioRender.com under a CC BY license, with permission from BioRender.com, original copyright 2022. G. Direct interaction between miR-466c and *Vegfa* promoter-associated ncRNA was confirmed using luciferase assay, where miR-466c-3p transfection resulted in significant regulation compared to control. Empty luciferase vector showed no difference with any of the transfected mimics. n = 4, t-test was used for determining the statistical significance, data is represented as mean ± SD. *P ≤ 0.05, **P ≤0.01, ***P ≤ 0.001.

To show the miR-466c targeting of promoter-associated transcript on *Vegfa* promoter, we performed biotin pulldown assay using biotinylated miR-466c mimics transfected to C166 cells. Since the promoter transcript was detected at very low levels in RT-qPCR, we first increased its expression by lentiviral vector (LV-prox). RT-qPCR analysis showed that miR-466c-3p binds the proximal promoter transcript, and we detect the pulled down transcript at locus -485 − -317 and -675 − -477 bp upstream from TSS (Fig 4E), consistent to the bidirectional RT-qPCR analysis of LV-prox induced transcript (Fig 4B). We also performed luciferase reporter assay to analyze the binding of miR-466c to the promoter transcript. Promoter sequence (S1 Table) was cloned into luciferase reporter plasmid and transfected to HEK293T cells together with miR-466c-3p, miR-466c-5p or control mimic. miR-466c-3p showed significant reduction in luciferase activity compared to control and is therefore able to bind the transcript on *Vegfa* promoter.

## Discussion

Previous studies have shown that, in addition to well described role in silencing of gene expression by targeting 3´-UTR of mRNAs in cytoplasm (post-transcriptional gene silencing, PTGS), miRNAs have a role in the regulation of gene expression in the nucleus by TGS and TGA. We showed recently that vast number of miRNAs are preferentially located in the nuclear fraction of endothelial cells and that their distribution between cytoplasm and nucleus is affected by stimulus such as hypoxia [3]. Non-canonical roles of miRNAs are still largely unknown and less studied than their action in cytoplasmic RNAi. However, since miRNAs are abundantly present as mature miRNAs in the nucleus, it thus seems likely that they participate in nuclear functions.

We have previously demonstrated regulation of *Vegfa* expression by transducing cells with lentiviral vectors encoding promoter-targeted shRNAs. Depending on their target site, shRNAs are able to upregulate (TGA) or downregulate (TGS) *Vegfa* expression [18]. The shRNAs were shown to have efficient therapeutic function both in hindlimb ischemia and myocardial infarction models [18, 22]. These observations suggested that shRNAs may function by mimicking structurally similar endogenous miRNAs that could act in a same manner *in vivo* and potentially regulate *Vegfa* expression by targeting *Vegfa* promoter. In the study presented here, such nuclear miRNA with target sites in the murine *Vegfa* promoter was identified. Some miR-466c predicted targets were close to the previously described site that is subjectable to TGA by shRNA [18]. The shRNA was designed to be fully complementary to the promoter sequence, whereas for endogenous miRNAs, binding is more partial although the binding of seed sequence is considered often critical. Our analysis shows that miR-466c exhibits partial complementarity, also from other parts than seed sequence, to the *Vegfa* promoter at several sites.

As seen from miRBase, miR-466c-3p is more abundantly expressed across studies. However, miR-466c-5p, although expressed at lower levels, is found both in our analysis by RT-qPCR in C166 cells, as well as in other studies by sequencing, as represented by miRBase data. The processing of miRNAs and miRNA strand selection may occur differently in different cell types or conditions. In many cases, processing of miRNA leads to one functional “active strand” which is incorporated into RISC and the other “passenger strand” is degraded. However, both strands of miRNA may be equivalently functional and participate in gene regulation, possibly by coordinated pathways [28]. We speculate that this may also be the case with miR-466c in hypoxic endothelial cells, where both strands could have a regulatory and compensatory role in the regulation of *Vegfa*. This might even occur by targeting both promoter via TGA and mRNA 3ʹUTR via traditional PTGS and thus creating a regulatory network loop to fine-tune the expression of essential genes.

The miR-466c precursor resides within intron 10 of the polycomb gene *Sfmbt2* [29]. *Vegfa* is known to be regulated in response to hypoxia and the observations presented here demonstrate that *Sfmbt2* expression is similarly increased upon hypoxia, as does the expression of miR-466c. Overexpression of miR-466c using lentiviral vector (LV-466) increased pre- and mature mRNA levels of *Vegfa*. *Vegfa* is regulated on multiple levels post-transcriptionally, including increased stability of mRNA upon hypoxia [30], but our result clearly indicates increased transcription of the gene in case of overexpression of miR-466c, thereby indicating potential TGA by miR-466c. Removal of miR-466c by CRISPR decreased Vegfa protein levels but did not induce any changes in *Vegfa* mRNA expression at basal levels, but this may be due to the longer timepoint (4d) used in protein experiments and accumulation of Vegfa protein to the cell culture medium. However, deletion of miR-466c impaired the upregulation of *Vegfa* typically observed following hypoxic stimulus. It is possible that other compensatory mechanisms regulate basal level expression of *Vegfa*, but miR-466c is essential for the induction of gene expression followed by hypoxic stimulus. When miR-466c was returned to the miR-466c-deleted cell line by lentiviral overexpression, we detect upregulation in *Vegfa* expression already at normoxia, corresponding to the overexpression experiment in parental intact C166 cells. However, complete restoration of hypoxia-induced upregulation does not occur in the absence of endogenous miR-466c.

Previous research has shown that TGS and TGA often require the presence of non-coding transcripts on the targeted promoter [20]. Studies on the human *VEGFA* promoter have identified promoter-associated antisense and sense transcripts which would be bound by promoter targeted small RNAs [31, 32]. We performed GRO-seq and located an antisense RNA transcript on the mouse *Vegfa* promoter in C166 endothelial cells and confirmed it by directional RT-qPCR. This promoter-associated RNA transcript is most likely the target of the miRNAs and shRNAs found to target and regulate *Vegfa* promoter and affect hypoxia induced modulation of *Vegfa*. This was verified with biotin pulldown and luciferase reporter assays, which both showed miR-466c to target and directly bind the promoter transcript. It is possible that the target abundance determines the localization of miRNA, as has been observed with cells transfected with siRNA that selectively shuttle to those compartments containing the small RNA target [33]. Importin-8 has been shown to transport the mature miRNAs from cytoplasm to the nucleus together with Ago2 [34]. Sequencing experiments have shown that miRNA abundance overlaps between nucleus and cytoplasm, suggesting that nuclear miRNAs are shuttled to and from the cytoplasm [2, 35].

The location in the promoter where shRNA was designed to target and where miR-466c was predicted to target *Vegfa* is a “hot spot” for *Vegfa* activation and contains Hif1α and Yy1 binding sites and a cAMP response element (CRE). It is well known that hypoxia induces Hif1α and Yy1 expression [36–38]. Both of these transcription factors have predicted target loci in the *Sfmbt2* promoter as well and therefore could be involved in the regulation of *Sfmbt2* induction in hypoxia, which as shown here results in increased miR-466c expression. It is likely that pre-miRNAs expressed from the genome are processed in multiple steps both in nucleus (Drosha/DGCR8) and in cytoplasm (Dicer) [39] and some mature miRNAs are directed and shuttled back to nucleus. However, some publications have shown the existence of nuclear Dicer and RNAi factors, so it is possible that nuclear miRNAs are processed completely in the nucleus [2, 40]. *Vegfa* promoter harbours a ncRNA transcript, which can be bound by miR-466c to recruit TGA-associated chromatin modifying proteins to the site [18]. We have previously shown that preventing CBP-CREB interaction inhibited the shRNA-mediated Vegfa activation [22], which is likely due to the conserved CRE [41] located at the shRNA target site. Also, the predicted target sites of miR-466c on the *Vegfa* promoter are in proximity to the CRE and therefore the molecular mechanism of miR-466c could be similar to the action of the shRNA. A putative model for the *Vegfa* regulation by miR-466c in hypoxia based on these observations is presented in Fig 5.

**Fig 5:**
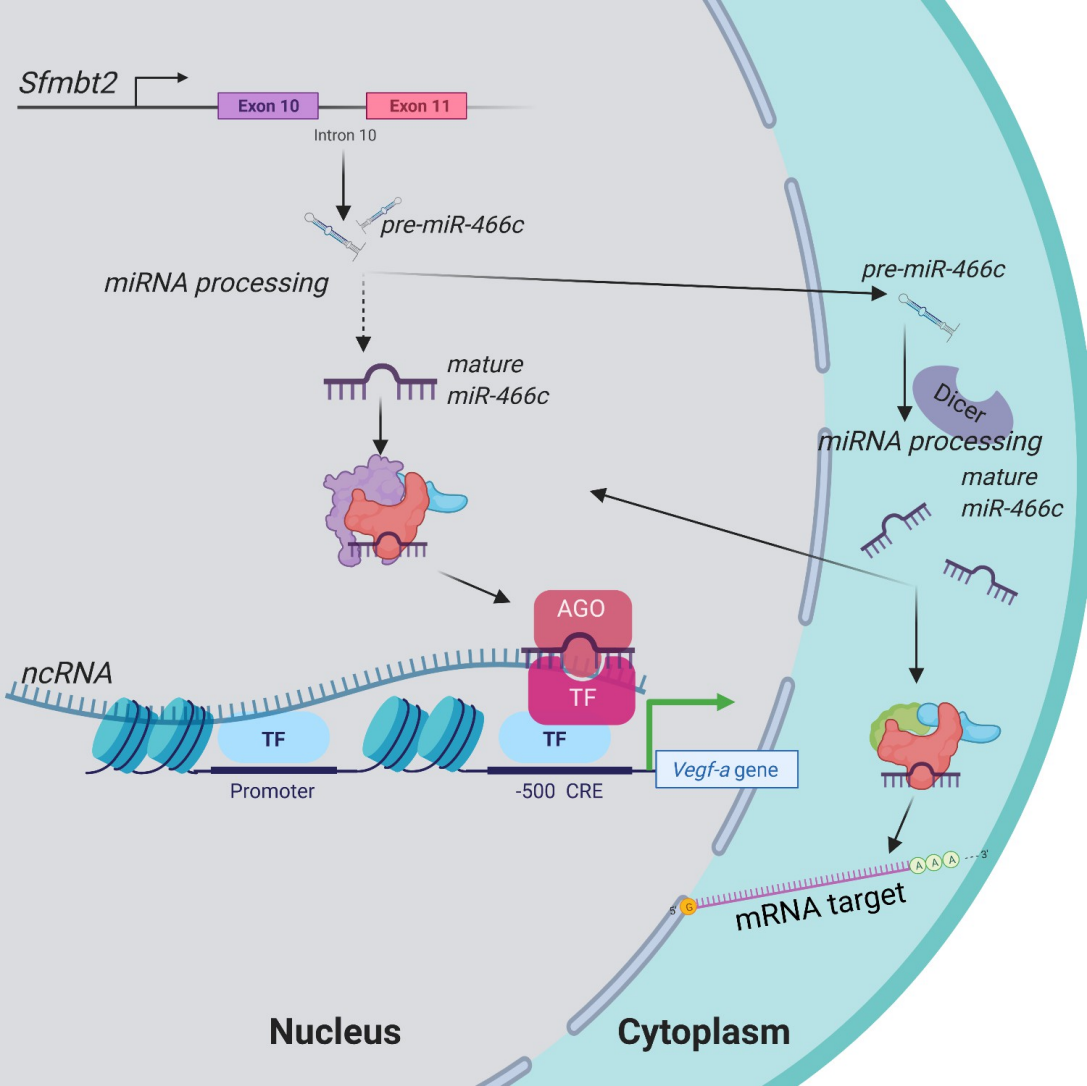
Schematic illustration depicting miR-466c targeting of murine *Vegfa* promoter.

Collectively, the observations presented here regarding the nuclear functions of miR-466c, along with several previous reports, suggest that small non-coding RNAs, both endogenously and exogenously expressed, modulate gene activation in the nucleus by a naturally occurring biological mechanism that also involves interactions with promoter associated long ncRNAs. This hypoxia induced ncRNA network of transcriptional regulation significantly expands our understanding of the role of miRNAs well beyond their canonical role in regulating PTGS and ultimately suggests that a vibrant world of ncRNAs and regulatory potential resides in the nucleus.

miR-466c is expressed from *Sfmbt2* intron 10 and processed to mature miRNAs, miR-466c-3p and miR-466c-5p. 

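In the mouse annotation of GRCm38 (GENCODE release vM21), Sfmbt2 lies on the plus strand of chromosome 2 from 10370510 to 10595253. Mir466c-1 lies within it from 10481534 to 10481617 and Mir466c-2 from 10483966 to 10484055, on the same strand. Both fall in intron 10, from 10461473 to 10523944 (62472 bp), of a transcript of Sfmbt2 with 23 exons, and in intron 11 of another. Sfmbt2 itself rose after 24h of hypoxia from 23.3 ± 0.346 to 37.7 ± 5.4 CPM in the nucleus of C166 and from 22.8 ± 2.55 to 43.0 ± 4.94 CPM in that of 466-del (SD, n = 3 each).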

Mature miRNAs are transported back to the nucleus, where they re-locate to their target sites in non-coding RNA on *Vegfa* gene promoter. Binding of miR-466c to the promoter-associated ncRNA recruits transcription factors and epigenetic modifiers to the chromatin locus, thus resulting in upregulation of *Vegfa*. Figure was created with *BioRender*.*com*. Republished from BioRender.com under a CC BY license, with permission from BioRender.com, original copyright 2022.

## Materials and methods

### Cell culture

C166 (yolk-sac derived mouse endothelial cell line, ATCC:CRL-2581), 466-del and HEK293T (ATCC: CRL-11268) cells were maintained under normal conditions (37°C, 5% CO_2_) in Dulbecco’s Modified Eagle’s Medium (DMEM) (Sigma-Aldrich, Germany) containing 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, USA) and 1% penicillin-streptomycin (PS) (Thermo Fisher Scientific). In hypoxia experiments, cells were cultured for 2h or 24h in a hypoxia chamber with 1% O_2_, 5% CO_2_ (InvivO2, Baker Ruskinn, UK). The nuclear-cytoplasmic fractioning of the cells was performed as described previously [42].

### miRNA target predictions

Mouse *Vegfa* promoter sequence encompassing 700 bp of upstream promoter sequence of the *Vegfa* gene was retrieved from Genome Browser [43] (https://genome.ucsc.edu/; Mouse genome Dec. 2011 (GRCm38/mm10). Promoter sequence was submitted to RegRNA 2.0 [23] (http://regrna2.mbc.nctu.edu.tw/detection.html) tool to predict targeting miRNAs.

### Western blot

Protein samples were extracted from nuclear and cytoplasmic fractions according to protocol by Gagnon et al. [42] and with TRI reagent (Sigma-Aldrich) according to the manufacturer’s instructions. For western blot, equal volumes of extracted protein were loaded on precast gels (Mini-Protean TGX Precast Gel, 4–15%, Bio-Rad, USA) and transferred to nitrocellulose membranes (Trans-Blot Turbo Midi 0.2 μm Nitrocellulose Transfer Packs, cat. #1704159, Bio-Rad). The membranes were blocked with 5% milk for 1 hour at room temperature, washed with TBST (0.15 M sodium chloride, 0.050 M TRIS-HCl buffer; 0.05% Tween 20; pH 7.6) and incubated with antibodies against a known nuclear protein (anti-trimethyl-histone H3 (Lys27), 1:2,500 dilution, cat. 07–449, Merck, Germany) and a cytoplasmic protein (anti-β-tubulin, 1:1,000 dilution, cat. T5201, Sigma-Aldrich) overnight at 4°C. The membranes were washed with TBST and incubated with secondary antibodies (alexa fluor 488 goat anti-rabbit IgG (H + L), 1:3,000 dilution, cat. A11034, Invitrogen by Thermo Fisher Scientific; alexa fluor 488 goat anti-mouse IgG, 1:2,500 dilution, cat. A11001, Invitrogen by Thermo Fisher Scientific) for 1 hour at room temperature. Membranes were washed with TBST and imaged with the ChemiDoc MP Imaging System (Bio-Rad).

### RNA extraction, cDNA synthesis and RT-qPCR

RNA was extracted from nuclear and cytoplasmic fractions according to protocol by Gagnon et al. [42] using TRI reagent (Sigma-Aldrich). Total cellular RNA was extracted with TRI reagent (Sigma Aldrich) according to the manufacturer’s instructions and treated with DNase I, RNase-free (Thermo Fisher Scientific). For miRNA analysis, cDNA synthesis was performed using the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems by Thermo Fisher Scientific) according to manufacturer’s protocol and analyzed with qPCR using miRNA-specific TaqMan assay (mmu-miR-466c-3p ID: 464896_mat; mmu-miR-466c-5p ID: 463771_mat, mmu-miR-669c-3p ID: 464620_mat, hsa-miR-27a-5p ID: 002445; mmu-miR-3535 ID: CTEPR23; Thermo Fisher Scientific). For gene expression analysis, cDNA was synthesized using RevertAid Reverse Transcriptase (Thermo Fisher Scientific) and random hexamer primer (Thermo Fisher Scientific). In experiments detecting non-coding RNA transcript on *Vegfa* promoter, specific primers (nc-500, nc-1300, nc-1500 and nc-1800; listed in S1 Table, all from Integrated DNA Technologies IDT, USA) were used in cDNA synthesis. cDNA quantification was performed using TaqMan Gene Expression Assays (*Vegfa* ID: Mm00437306_m1; *Sfmbt2* ID: Mm00616783_m1; endogenous control *Gapdh* ID: Mm99999915_g1; *Actb* ID: Mm00607939_s1, Thermo Fisher Scientific) and custom designed primers (pre*-mVegfa* and *Vegfa* promoter primers, Integrated DNA Technologies IDT) (S1 Table). Samples were quantified by using Maxima Probe/ROX qPCR Master Mix (2X) (Thermo Fisher Scientific). Thermal cycling was performed using a LightCycler® 480 Instrument II (Roche, Switzerland) with the following program: 10 min at 95°C, followed by 50 cycles of 15 s at 95°C and 60 s at 60°C. miRNA RT-qPCR was started with an additional step of 2 min at 50°C. RT-qPCR data were analyzed using the ΔΔCq method where normalization was available, or the ΔCq method for un-normalized data.

### miRNA fluorescent *in situ* hybridization (FISH)

For miRNA FISH, C166 cells were seeded on 8-well chamber slides and grown in normoxia or hypoxia (24h). ViewRNA miRNA ISH Cell Assay Kit (Thermo Fisher Scientific) was used for the hybridizations according to the manufacturer’s protocol. ViewRNA Cell Plus Probe Set (Affymetrix/Thermo Fisher Scientific) was used to detect mmu-miR-466c-3p (miR-466p-3p, assay ID: VM1-21572, detection label Alexa Fluor 546). Cell nuclei were visualized using DAPI stain. Pictures were taken using ZEISS LSM700 confocal microscope using 40× oil objective and analyzed with ZEN lite blue 2.6 software (ZEISS, Germany).

### Lentiviral transductions

For overexpression of miR-466c, 255 bp locus of genomic sequence from Sfmbt2 intron 10, which contains the miR-466c hairpin (S1 Table), was cloned into third generation human immunodeficiency virus 1 (HIV-1)–based LV-PGK-GFP-U6-RNA vector (LV-466). For overexpression of *Vegfa* promoter ncRNA, genomic sequence from *Vegfa* promoter region between -671 − -115 bp relative to TSS was cloned into the lentiviral vector (S1 Table). As a control, we used lentivirus (LV) encoding only GFP (LV-GFP). The vectors were prepared by standard calcium phosphate transfection method in 293T cells [44]. C166 cells were transduced with lentiviral vector expressing either mmu-miR-466c (LV-466) or proximal non-coding RNA (LV-prox) using MOI 10 and samples were collected 3 days after the transduction (LV-466) or after three weeks of culturing (LV-prox).

### Deletion of miR-466c with CRISPR

In order to remove miR-466c from intron 10 of *Sfmbt2*, two guide RNAs were cloned into separate expression plasmids (pcDNA-H1-sgRNA) (S1 Table) and transfected into C166 cells along with Cas9 plasmid co-expressing GFP (PX458, Addgene, USA) using Nucleofector I (Amaxa/Lonza Bioscience, Germany). Based on GFP positivity, single cells were sorted into 96-well plate wells using sorting FACS (BD FACSARIA III Cell Sorter, BD Biosciences, USA) and clonal cell populations established. Cultures were genotyped by PCR (primers listed in S1 Table) to identify cells that contained the desired deletion, and positive clones further confirmed by Sanger sequencing.

### Enzyme-linked immunosorbent assay (ELISA)

C166 and 466-del cells were split to 6-wells (30 000 cells/1 ml/6-well; three replicates each cell line) in no phenol red DMEM with 10% FBS and 1% PS. After four days, medium samples were collected and centrifuged at +4 C 18 000 g for 20 min. Supernatants were discarded and samples resuspended to 100 ul NP-40 buffer (150 mM NaCl, 0,1% Triton X-100, 50 mM Tris-HCl, 1x protease inhibitor). Total protein amount of the samples was measured using BCA protein assay kit (Thermo Fisher Scientific) according to manufacturer’s protocol. 10 ug total protein was used for mVegf ELISA assay (Quantikine ELISA, mouse VEGF, Cat. No.: MMV00) according to manufacturer’s protocol. Victor^2^ WALLAC 1420 Multilabel counter (PerkinElmer) was used to measure wavelength 450nm and background wavelength 544nm was subtracted from those values.

### Whole transciptome sequencing and analysis

Parental C166 cells or miR-466c-deletion cell line (466-del) were cultured in normoxia or hypoxia for 24h. Cells were fractionated to nuclear and cytoplasmic fractions and RNA was isolated as described earlier. Whole transcriptome sequencing was performed as a service from Exiqon A/S (Vedbaek, Denmark). The library preparation was done using TruSeq® stranded total RNA sample preparation kit with rRNA depletion (Illumina, USA). The starting material (300 ng) of total RNA was rRNA depleted using biotinylated, target-specific oligos combined with Ribo-Zero rRNA removal. The isolated mRNA was subsequently fragmented using enzymatic fragmentation. Then first strand synthesis and second strand synthesis were performed and the double stranded cDNA was purified (AMPure XP, Beckman Coulter, USA). The cDNA was end repaired, 3’ adenylated and Illumina sequencing adaptors ligated onto the fragments ends, and the library was purified (AMPure XP). The mRNA stranded libraries were pre-amplified with PCR and purified (AMPure XP). The libraries size distribution was validated and quality inspected on a Bioanalyzer high sensitivity DNA chip (Agilent Technologies, USA). High quality libraries were quantified using qPCR, the concentration normalized and the samples pooled according to the project specification (number of reads). The library pool(s) were re-quantified with qPCR and optimal concentration of the library pool used to generate the clusters on the surface of a flowcell before sequencing on Illumina HiSeq2500 instrument using hiSeq v.4 reagents (51 cycles) (Illumina, USA.). Experiment setting was 30 million 50 bp paired-end reads. Exiqon data analysis pipeline based on the Tuxedo software package, employing software developed internally at Exiqon to interpret and improve the readability of the final results. The components of our NGS RNA seq analysis pipeline include Bowtie2 (v. 2.2.2), Tophat (v2.0.11) and Cufflinks (v2.2.1). Annotation was done using Mus musculus Reference genome GRCm38, Annotation reference: Ensembl_81. The data is available in NCBI’s Gene Expression Omnibus64 [45] accessible through GEO Series accession number GSE174483 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174483).

### Global Run On -sequencing (GRO-seq)

Global Run On -sequencing was performed for C166 cells according to previously published protocol [46]. For the analysis of *Vegfa* promoter transcription, publicly available GRO-seq datasets from seven other cell types were used (3T3L1 [47], GEO: GSE56747; AtT20 [48], GEO: GSE64515; B-cell [49], GEO: GSE62296; Liver [50], GEO: GSE59486; MEF [51], GEO: GSE27037; Muscle [52], GEO: GSE26512; Neuron [53], GEO: GSE66703).

### Biotin-labeled miRNA pulldown

C166 cells were transduced with LV-prox and cultured for three weeks before beginning of biotin pulldown experiment. Cells were cultured to 10 cm plates (1,5x 10^6^ cells/plate) on day 1. On day 2, medium was changed and transfections with biotin-labeled miRNAs (mmu-miR-466c-3p ID: HRIZN-009055; mmu-miR-466c-5p ID: HRIZN-009047; cel-miR-67 (negative control siRNA) ID: HRIZN-009049; Dharmacon/Horizon Discovery, UK) were done by using TransIT-TKO® Transfection Reagent (Mirus Bio, USA) according to the manufacturer’s instructions using final concentration of miRNAs 40 nM (280 pmol) and five replicates. On days 3 and 4, pulldown protocol was done according to the protocol of Wani & Cloonan [54]. Apart from the protocol, 50 μl of Dynabeads MyOne Streptavidin C1 magnetic beads (Thermo Fisher Scientific) were used per one sample. RNeasy Mini Kit (Qiagen, Germany) was used to extract RNA. Elution was done by eluting twice with 30 μl of molecular biology water. 8 μl of each sample was used for DNase treatment and cDNA synthesis like previously described.

### Luciferase assay

*Vegfa* promoter sequence (-538 − -344 bp relative to TSS) was ordered as duplex DNA oligo from IDT (S1 Table) and was cloned into miTarget™ miRNA 3’ UTR Target Clone plasmid (MmiT028449-MT06, GeneCopoeia, USA). HEK293T cells were seeded at a density of 100 000 cells/well on 12-well plate. The following day, cells were co-transfected with mimics (mmu-miR-466c-3p ID: MIMAT0004878; mmu-miR-466c-5p: MIMAT0004877; negative control siRNA cat. C-121964-00-20; Dharmacon) and miTarget™ miRNA 3’ UTR Target Clone plasmid containing the *Vegfa* promoter (S1 Table) or negative control vector plasmid (CmiT000001-MT06, GeneCopoeia). Transfection was done using co-transfection protocol from TransIT-TKO transfection reagent according to manufacturer’s instructions (TransIT-TKO (Mirus Bio) for miRNA, TransIT-2020 (Mirus Bio) for plasmid), where 1 μg of plasmid DNA was transfected to the cells by using 3 μl of TransIT-2020 transfection reagent. After 24h, cells were washed once with PBS, collected, and used for luciferase assay. Luciferase assay was performed using Luc-Pair™ Duo-Luciferase Assay Kit 2.0 (GeneCopoeia) according to manufacturer’s instructions. Luminescence measurements were performed using CLARIOstar plate reader (BMG Labtech, Germany) with emission wavelength of 580 nm for Firefly Luciferase and 480 nm Renilla Luciferase. Results are presented as the ratio of RLU(Firefly): RLU(Renilla).

### Statistics

Statistical significance was assessed by one-way ANOVA with Bonferroni post hoc correction or unpaired two-tailed t-test with Welch’s correction as appropriate (GraphPad Prism 5 (GraphPad Software, USA)). Outliers were tested using GraphPad’s Outlier calculator (https://www.graphpad.com/quickcalcs/Grubbs1.cfm). Data are presented as mean±SD. Differences were considered significant when P≤0.05.

## Supporting information

S1 Fig Unmodified blots. Uncropped and unadjusted images of western blots (used to generate data blots in Fig 1C). Blots were imaged with the ChemiDoc MP Imaging System (Bio-Rad).
(TIF)

S2 Fig GRO-seq of promoter ncRNA. GRO-seq data from other mouse cell lines show promoter-associated ncRNA at *Vegfa* promoter in other cell lines as well.
(TIF)

S1 Table Primers and oligos. Primers and oligos used in this paper are listed on the table.
(XLSX)

S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

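RNA of C166 and 466-del cells was measured in cytoplasm and nucleus, in normoxia and after 2h and 24h of hypoxia, in 12 groups of 3 libraries. The authors depleted ribosomal RNA, sequenced stranded libraries from both ends and aligned the reads with Bowtie2 2.2.2 and TopHat 2.0.11 to GRCm38 with the Ensembl 81 genes, and the deposited raw counts are integers per gene symbol with no normalization. The authors' processing notes also name Cufflinks 2.2.1, featureCounts, edgeR and Cuffdiff without saying what each made. The deposited normalized counts, a signal, are the counts divided by 1 size factor per library plus a pseudocount of 1, and they differed from that form by a relative deviation of at most 5.1e-15. The authors' deposited table also gives log2 fold changes of hypoxia over normoxia from DESeq2. Beside these the authors deposited the standard error of each log2 fold change (a score column named lfcSE). The deposited adjusted p-values, a kind of p-value, are those of the authors' DESeq2 run, and the unadjusted ones beside them were not used.

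All values in the text come from the raw counts unless they are named as the authors'. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each fraction was fitted alone with its 18 libraries in 6 groups, and nucleus was compared with cytoplasm in a fit of all 36 libraries. Genes were kept by filterByExpr with the groups (14998 in the cytoplasm, 15735 in the nucleus, 16682 in both together), scaled with TMM and tested with the quasi-likelihood F-test. Comparisons were 2h and 24h of hypoxia against normoxia in each line and fraction, 466-del against C166 in normoxia, the difference of the 24h responses between the lines (466-del minus C166), and nucleus against cytoplasm in normoxia. The standard error of a log2 fold change is its absolute size divided by the root of F. The principal components are of centred log2 CPM with a prior count of 2. Gene lists were tested with camera at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry.

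The design, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. The rule takes every gene of Fig. 3E and those the paper measures by RT-qPCR, up to 4 members of each list with the smallest p, and for each comparison the 5 genes up and the 5 genes down with the largest change among called genes above the median level whose groups do not overlap and whose symbol is not that of a predicted gene. For the difference of the responses the condition was read as 24h and normoxia not overlapping in at least 1 line, which was set after values were seen. Genes named for having no counts in 466-del were chosen after their values were seen. The lists cover HIF, NRF2 and ATF4 target genes, glycolysis, cholesterol biosynthesis, oxidative phosphorylation, ribosomal proteins, translation initiation, cell cycle, senescence, sirtuins, insulin, PI3K/AKT and mTOR signalling, VEGF ligands and receptors, the genes of Fig. 3E, hypoxia transcription factors, immediate early genes, interferon response, miRNA machinery, mitochondrially encoded mRNAs, nuclear-retained RNAs, genes of the RT-qPCR, and markers of endothelium, smooth muscle and mesenchyme, blood and epithelium. In Fig. 3E the row EIF1AX was read as Eif1a and the row EIF1AY as Eif1ax, as the values in the authors' deposited table identify them, which was settled after values were seen.

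Total counts ran from 20745543 to 28667821 in the cytoplasm (median 25406855) and from 15314724 to 24940907 in the nucleus (median 19291442.5). The common biological coefficient of variation was 0.213 in the cytoplasm and 0.135 in the nucleus. Replicates differed by 3.70 to 60.9 times the Poisson noise, so no library is a copy of another. The method was tested on simulated data with 14268 genes tested in the cytoplasm, of which 67 were given 1.5-fold, 67 2-fold and 66 4-fold changes and 14068 none. It recovered 95.5% of 4-fold, 71.6% of 2-fold and 29.9% of 1.5-fold changes in C166 at 24h with 4 false calls, and 80.3%, 61.2% and 16.4% for the difference of the responses with 5 false calls. The changed genes were drawn only from genes above a minimum mean count, so these shares do not cover genes with few counts. Far fewer genes were changed in the simulation than were called in the real comparison at 24h. A bound of 90% of 4-fold changes recovered had been set for every comparison and was missed by that 80.3%. The bound was then changed, after it had been missed, to cover comparisons of 2 groups alone, and checks of the fitted size and of false calls were added.

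Of the genes called at 24h in the cytoplasm, 5303 of 5362 in C166 and 5366 of 5422 in 466-del were also called in the authors' table. In the nucleus these were 5013 of 5911 and 5604 of 6727. The alternatives were DESeq2, upper-quartile and RLE factors, no filter on low counts, only the libraries compared in the fit, the replicate number as a block, each library left out in turn, stricter thresholds, other comparisons for the overlap of the lines and other settings of the principal components. A scan of 64 thresholds for the overlap of the lines and the difference of the responses at 2h were added after values were seen. Counts of the miR-466c hairpin were not analysed here, since no symbol of it was found among the genes. The RT-qPCR, chromatin and promoter experiments of the paper are not part of the data analysed here.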

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

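The tests of HIF target genes, of the normoxic level of Vegfa and of all other splits of the libraries were chosen only after the results they concern were seen, and so was the count of splits by whether they mix the labels of 1 line or of both.

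Vegfa rose less in 466-del in the nucleus as well, with a difference of the 24h responses of -0.76 (standard error 0.14, adjusted p = 0.00144 from edgeR), where it went from 43.98 ± 2.12 to 153.8 ± 17.3 CPM in C166 and from 58.6 ± 7.12 to 120.7 ± 6.74 CPM in 466-del (SD, n = 3 each). The C166 library of the normoxic cytoplasm with few genes detected is not the whole cause, since without it the difference in the cytoplasm was -0.666 and still past the test. A smaller response of HIF target genes in general stays open. The median difference of the other 33 measured HIF target genes was -0.396 in the cytoplasm (bootstrap interval -0.571 to -0.148), with 25 negative and 4 past the test. In the nucleus it was -0.263 (bootstrap interval -0.431 to -0.081) against the -0.76 of Vegfa. The bootstrap drew genes and not libraries, so these intervals do not measure the spread between libraries. The median level of these other HIF target genes was higher in 466-del in normoxia, by 0.636 in the cytoplasm and 0.392 in the nucleus. At 24h the median differences between the lines were 0.202 and -0.017. A higher normoxic level of Vegfa in 466-del as the only cause stays open in the cytoplasm, where Vegfa at 24h differed between the lines by -0.266 (standard error 0.12, adjusted p = 0.104 from edgeR), against 0.55 in normoxia, but is argued against in the nucleus, where the difference at 24h was -0.35 (standard error 0.10, adjusted p = 0.00553 from edgeR). An effect of the deleted hairpin also stays open and was not tested here, since 466-del is a single clone.

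In normoxia 5326 genes in the cytoplasm differed between the lines, and 8 genes expressed in C166 had at most 3 counts in each 466-del library (Foxd1, Adcyap1, Zfhx4, Unc5c, Gnai1, Parp12, Tbx20 and Tmem47), a signal outside the genes the paper discusses. Complete loss of blocks with more than 1 expressed gene was argued against for these 8 genes, since 0 pairs of them were neighbours. The test covers only genes almost without counts in 466-del. It cannot see the loss of 1 of several copies or of a block with 1 expressed gene, so these stay open. A difference in the number of copies of whole chromosomes may add to the pattern. After the median of all genes was taken away, the median log2 difference of chromosome 14 was 0.60 in the cytoplasm and 0.56 in the nucleus, and 4 chromosomes lay beyond 0.3 in both fractions. The called genes are not confined to the shifted chromosomes, since 3200 of 10164 genes on chromosomes not beyond 0.2 in both fractions were also called in the cytoplasm. Whether a difference in copy number has a part in those calls was not tested. Changes that arose in the clone for other reasons and effects of the deletion stay open and were not tested.

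The 24h response differed between the lines for 350 genes in the cytoplasm and 748 in the nucleus by the test of the difference itself. Of 100 splits of the libraries, 12 gave as many genes in the cytoplasm (highest other 7164) and 12 in the nucleus (highest other 8207). In each fraction the highest other was the split that swaps all labels of 1 line, which turns the difference of the responses into their sum. The 100 splits do not decide whether chance can be excluded. A split that keeps the labels of 1 line and mixes those of the other sets a whole response against none. Of such splits, 4 of 10 with 466-del kept and 6 of 13 with C166 kept were as large in each fraction. Among the 75 in the cytoplasm that mixed both lines the highest count was 0 by edgeR. Without 1 library the count in the cytoplasm fell to 228 and 227 (replicates 2 and 3 of C166 at 24h), 218, 184 and 226 (replicates 1, 2 and 3 of 466-del in normoxia) and 217 (replicate 2 of 466-del at 24h). In the nucleus it was 481 and 471 without replicates 2 and 3 of C166 in normoxia, 1181 without replicate 1 of C166 at 24h, 487 and 416 without replicates 1 and 3 of 466-del in normoxia, and 459 and 494 without replicates 2 and 3 of 466-del at 24h.

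Map2k1 in the nucleus also differed in its 24h response between the lines, by -0.50 (standard error 0.12, adjusted p = 0.0162 from edgeR). Dcn differed in the cytoplasm by 2.79 (standard error 0.45, adjusted p = 0.00153 from edgeR). Ndrg2 differed in the cytoplasm by -2.44 (standard error 0.23, adjusted p = 5.32e-06 from edgeR). In its text on the sequencing the paper names no gene for 2h of hypoxia, where 201 genes changed in the cytoplasm of C166 (339 without replicate 3 of normoxia, and 110 to 125 without replicate 1, 2 or 3 of 2h). In the cytoplasm of 466-del 292 genes changed at 2h (86 and 83 without replicates 1 and 2 of normoxia, and 94 and 80 without replicates 1 and 2 of 2h). The paper gives no gene counts that it assigns to the nucleus at 24h, where 5911 genes changed in C166. In the nucleus of 466-del 6727 genes changed at 24h.

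With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each of these comparisons only 1 split, the real one, was as large. The real count and the highest of the other splits were 5362 and 3 for C166 cytoplasm at 24h, 201 and 0 at 2h, 5422 and 0 for 466-del cytoplasm at 24h, 292 and 1 at 2h, and 5326 and 0 between the lines in the cytoplasm. In the nucleus they were 5911 and 0 for C166 at 24h, 362 and 0 at 2h, 6727 and 0 for 466-del at 24h, 517 and 0 at 2h, and 6294 and 0 between the lines. Between nucleus and cytoplasm they were 9667 and 147 in C166 and 9608 and 0 in 466-del. Of 100 splits, 2 gave as many genes in both lines as the real 3623, the other being the split that swaps all labels of 1 line. A split that mixes the labels of a line takes away that line's response by construction, and the highest count among such splits was 1. These splits therefore speak to the response of each line and do not decide whether the overlap exceeds chance. The splits do not decide whether chance can be excluded for the genes in C166 alone (1739, with 15 splits as large and a highest other of 2870), those in 466-del alone (1799, 12 splits, 3974) and the list of Fig. 3E (4 adjusted over the list alone, 15 splits, 43). A split that keeps the labels of C166 and mixes those of 466-del raises the count in C166 alone by construction, and all 13 such splits were as large, as were all 10 of the reverse kind for 466-del alone. For the list of Fig. 3E 9 of these 13 and 4 of these 10 were as large, and for all 3 counts the only other split as large was the one that swaps all labels of 1 line.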

How the results depend on the processing

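No test in this part was chosen only after the result was seen. No called result reversed its direction under the alternatives run, and with RLE or upper-quartile factors each total count of genes changed stayed within 1.5 times, while splits into higher and lower moved as given below. Counts at 2h, of the difference between the lines and of genes called in 1 line alone were among those that moved beyond 1.5 times under other alternatives. In simulated data for C166 at 24h, 71.6% of 2-fold and 29.9% of 1.5-fold changes were recovered in the cytoplasm and 88.1% and 67.2% in the nucleus. For the difference of the responses these were 61.2% and 16.4% in the cytoplasm and 68.7% and 34.3% in the nucleus. Where a count moved, the cause was not tested, except that a stricter threshold passes fewer genes by construction. Settings that need FPKM were not run, since the values are counts. The replicate numbers do not pair the libraries (correlations of -0.158 to 0.113 between libraries of the same number), and with a replicate block the difference of the responses gave 352 genes in the cytoplasm, of which 323 were shared with the 350, and 713 in the nucleus.

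With at least 2-fold required, counts at 24h and 2h were 1527 and 47 in C166 cytoplasm, 1531 and 31 in 466-del cytoplasm, 1561 and 78 in C166 nucleus and 1842 and 71 in 466-del nucleus. They were 1970 and 2020 between the lines in cytoplasm and nucleus, 120 and 215 for the difference of the responses, 5304 and 5404 between fractions in C166 and 466-del, and 765, 762 and 766 for the overlap (both lines, C166 alone, 466-del alone). At an adjusted p under 0.01, counts at 2h were 103 and 93 in the cytoplasm and 218 and 223 in the nucleus of C166 and 466-del, 3543 between the lines in the cytoplasm, 104 and 282 for the difference of the responses, and 1083 in C166 alone. Without the filter on low counts they were 560 and 648 at 2h in the cytoplasm and 710 for the difference there. DESeq2 gave 464 and 792 at 2h in the cytoplasm, 546 and 803 in the nucleus, and 821 and 1123 for the difference. With only the libraries compared, counts were 3132 at 24h and 26 at 2h in C166 cytoplasm, 1385 at 2h in 466-del cytoplasm, 699 at 2h in C166 nucleus, 3306 between the lines and 144 for the difference in the cytoplasm, and 424 and 4349 for C166 alone and 466-del alone. In that fit the difference was -0.815 for Vegfa (adjusted p = 0.0512 from edgeR) and -0.905 for Map2k1 (adjusted p = 0.0599 from edgeR), while the highest adjusted p with any 1 library left out was 0.044 and 0.0396. The overlap at 2h in the cytoplasm was 95, 106 and 197, and over any of the 4 hypoxia comparisons 6192 genes were in both lines. Components 1 and 2 held 57.9% and 26.39% with the 500 genes of largest variance, and component 2 held 17.41% with unit variance.

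With 1 library left out, counts ranged from 4482 to 5572 (24h) and 110 to 339 (2h) in C166 cytoplasm, 4521 to 4812 and 80 to 262 in 466-del cytoplasm, 4991 to 5988 and 193 to 292 in C166 nucleus, and 5684 to 6197 and 228 to 698 in 466-del nucleus. In C166 nucleus at 2h the count of 362 was 193 and 239 without replicates 2 and 3 of normoxia and 226 without replicate 1 of 2h. In 466-del nucleus at 2h the count of 517 was 293, 243 and 228 without replicates 1, 2 and 3 of normoxia and 286 and 291 without replicates 1 and 2 of 2h. The ranges were 4310 to 5512 and 5200 to 5600 between the lines in cytoplasm and nucleus, 184 to 503 and 416 to 1181 for the difference of the responses, and 8758 to 9569 and 8592 to 8879 between fractions. For the overlap they were 3183 to 4292, 1205 to 1982 and 1328 to 2574, for the list of Fig. 3E 3 to 5, for Vegfa -0.904 to -0.666, for Map2k1 -1.051 to -0.698, and for components 1 and 2 36.48 to 39.1 and 21.93 to 24.62.

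Upper-quartile factors changed the split between the lines in the nucleus from 2960 higher and 3334 lower to 3670 and 2595, with the median of all genes going from 0.02 to 0.12, and that of the difference there from 454 and 294 to 329 and 459. DESeq2 changed the split between fractions in 466-del from 4772 and 4836 to 5959 and 4024. The median of all genes between fractions went from 0.17 to 0.29 in C166 and from 0.03 to 0.24 in 466-del with DESeq2. Of 292 values of named genes, 289 kept their direction and side of the threshold with DESeq2, 292 with RLE and 292 with upper-quartile factors, 289 without the filter, 271 with only the libraries compared and 290 with the block. With each library left out in turn, 2071 such values did so, 84 lost their call and 5 gained one. Of 350 list tests, 255 did so with an estimated correlation and 261 with fry.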

Differences from the paper's values

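A scan of thresholds for the overlap of the lines was chosen only after the values were seen. The paper reports 680 genes differentially expressed in both lines, and 3623 were called in both here. It reports 264 genes in the parental line alone, where 1739 were called here, and 305 in the mutation line alone, where 1799 were called here. The paper states no threshold or comparison for these counts, and those here are for 24h of hypoxia in the cytoplasm at an adjusted p under 0.05. Of the alternatives set before the data were examined, requiring at least 2-fold gave 765 genes in both lines, which is within 1.5 times the paper's, but 762 and 766 in 1 line alone, which are not. Every other alternative differed for all 3 counts. In the scan, chosen after seeing the values, of 64 thresholds each on the authors' deposited table and on edgeR, 0 had all 3 counts within 1.5 times, and the smallest value of the largest ratio was 1.63.

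The paper's principal component 2 holds about 12% in Fig. 3A, read by eye, and 22.99% here. With each gene scaled to unit variance it was 17.41%, within 1.5 times the paper's, and with the 500 genes of largest variance 26.39%, which is not.

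In its text on Fig. 3E the paper calls Map2k1 downregulated after the deletion, without saying whether its level or its response to hypoxia is meant. A smaller response was found here too. Map2k1 rose at 24h by 1.49 in C166 and 0.59 in 466-del, and the difference passed the test (adjusted p = 0.0119 from edgeR). A lower level was not found: in the cytoplasm it was higher in 466-del in normoxia by 1.00 (standard error 0.13), and at 24h the lines differed by 0.09 (standard error 0.13). The log2 fold changes of Vegfa, Map2k1 and Acta2 in Fig. 3E differed from those here by less than the standard error. The paper names Map2k1 as the member of the VEGF pathway that differs most between the lines, and here its difference of -0.91 (standard error 0.19) was within the error of that of Acta2, at 0.91 (standard error 0.17). The paper states that the extent of regulation of the VEGF pathway members differs between the lines. Here the difference passed the test for 3 of the 44 members in the list, which leaves out Eif1a, over all genes and 4 adjusted over the list alone. In simulated cytoplasm data this test recovered 61.2% of 2-fold and 16.4% of 1.5-fold differences. Members that did not pass are therefore not shown to respond to the same extent, and the paper's statement is not contradicted by them. The same direction, as the paper states, was found in 43 of the 44. The paper assigns EIF2 signalling to the mutation line and the NRF2 response to the parental line from ingenuity pathway analysis, whose sets are not the lists used here. Here 21 of 35 initiation factors fell in C166 and 22 in 466-del, and 11 of 23 NRF2 targets fell in C166 and 13 in 466-del. Of 79 ribosomal protein genes, another list of translation genes, 9 rose and 3 fell in C166 and 34 rose and 1 fell in 466-del (camera adjusted p = 0.997 and 0.000142, and adjusted p = 0.999 and 0.498 with an estimated correlation). These calls in each line do not test the difference between the lines. The test of the difference passed for 1 of these genes (Rpl4), with a camera adjusted p of 8.81e-11 for the set and 0.531 with an estimated correlation. The paper, which measured Vegfa mRNA by RT-qPCR (Fig. 2G), states that it did not change at basal levels with the removal of miR-466c. Here, by another measure, sequenced RNA of the cytoplasm, it was higher in 466-del in normoxia by 0.55 (standard error 0.12). The paper's Fig. 2I, an RT-qPCR, states that Sfmbt2 is not upregulated by hypoxia in 466-del. Here, by another measure, sequenced RNA scaled over the library, Sfmbt2 rose in 466-del at 24h in the cytoplasm by 1.32 (standard error 0.14, adjusted p = 3.07e-07 from edgeR). In C166, where the figure legend states a rise, it rose by 1.30 (standard error 0.14). The paper lists Gapdh and Actb as controls of its RT-qPCR. In the cytoplasm at 24h Gapdh was at 1.44 in C166 and 1.19 in 466-del, and Actb at -0.80 and -0.61, so the 2 measures are not alike.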

Other observations

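Of the tests below, the difference of the 2h responses was chosen only after the 24h result was seen. HIF target genes and enzymes of glycolysis rose together at 24h in the cytoplasm: of 34 HIF targets 32 rose and 1 fell in C166 and 31 rose and 1 fell in 466-del, and of 17 glycolysis enzymes 16 rose in each line (the same counts adjusted over the list alone). The lactate dehydrogenase gene Ldha rose by 1.62 (standard error 0.08) and 1.13 (standard error 0.08). Pdk1, which encodes a kinase that inhibits pyruvate dehydrogenase, rose by 3.98 (standard error 0.14) and 4.36 (standard error 0.15). Camera of limma gave adjusted p-values of 1.14e-76 and 2.4e-58 for HIF targets and 2.23e-60 and 5.82e-46 for glycolysis, and all 4 stayed past the test with an estimated correlation. Cholesterol biosynthesis enzymes rose too, 19 of 20 in C166 and 15 of 20 in 466-del where 1 (Ebp) fell (adjusted over the list alone 19 rose and 1 fell, and 15 rose and 1 fell), among them Lss by 2.52 and 1.83 and Idi1 by 1.91 and 1.48. Camera gave 3.59e-24 and 8.37e-09, with adjusted p = 0.0124 and 0.14 with an estimated correlation. The rise was smaller in 466-del for 6 enzymes (8 adjusted over the list alone), and as a set by camera (adjusted p = 2.8e-10, and adjusted p = 0.218 with an estimated correlation). Cell cycle genes fell, 10 of 26 in C166 where 2 rose and 22 of 26 in 466-del (adjusted over the list alone 10 and 22 fell), with Ccnb1, a mitotic cyclin, at -0.72 and -0.77 and the replication factor gene Pcna past the test in 466-del alone at -0.67, and its difference between the lines also passed. Camera gave 0.00347 and 1.48e-08, with adjusted p = 0.356 and 0.161 with an estimated correlation. Of 24 ATF4 target genes 14 rose and 1 fell in C166 and 9 rose and 4 fell in 466-del (15 and 2, and 9 and 4 adjusted over the list alone), with the pseudokinase gene Trib3 at 4.71 and 2.93. Camera gave 1.08e-05 and 0.0604, with adjusted p = 0.147 and 0.498 with an estimated correlation.

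In the cytoplasm at 24h, oxidative phosphorylation subunits fell in 23 of 62 cases in C166 where 1 rose and in 18 in 466-del where 3 rose (25 and 18 fell adjusted over the list alone), with Ndufb4 at -0.73 and -0.79. Camera gave 0.000957 and 0.0253, with adjusted p = 0.356 and 0.498 with an estimated correlation. In the nucleus 7 rose and 3 fell in C166 and 25 rose and 2 fell in 466-del (7 and 3, and 26 and 2 adjusted over the list alone), and camera gave 0.857 and 0.00953, with adjusted p = 0.978 and 0.751 with an estimated correlation. In the cytoplasm, of 17 smooth muscle and mesenchymal markers 1 rose and 5 fell in C166 and 6 rose and 5 fell in 466-del, with Tagln, an actin-binding protein gene, at -2.83 in both lines. Of 14 genes of the miRNA machinery 2 rose and 3 fell in C166 and 4 rose and 6 fell in 466-del, with Ago2 at 0.41 and 0.55 and Drosha at -0.40 and -0.45. Of 17 immediate early genes 5 rose and 3 fell in C166 and 5 rose and 4 fell in 466-del, with the phosphatase gene Dusp1 at 2.22 and 2.39. Of 9 interferon response genes 2 rose in C166 and 5 in 466-del, with Irf1 at 0.52 and 0.46. Of 8 VEGF ligands and receptors Vegfa, Vegfb and Pgf rose in both lines. Of 5 hypoxia transcription factors 3 rose in C166 and 2 in 466-del, with Arnt, the partner of HIF-1 alpha, at 0.52 and 0.62. Of 5 nuclear-retained RNAs 2 rose and 1 fell in each line, with Neat1 at 1.49 and 1.18, and of 8 mitochondrial mRNAs mt-Nd4 fell in C166 alone (none adjusted over the list alone), with a difference between the lines that did not pass the test (adjusted p = 0.157 from edgeR). Of the genes of the RT-qPCR, 3 of 4 rose and 1 fell in each line, with Gapdh at 1.44 and 1.19 and Actb at -0.80 and -0.61.

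At 2h in the cytoplasm Bnip3 had already risen, by 2.91 (standard error 0.12) in C166 and 1.99 (standard error 0.12) in 466-del, and Cyr61, a matrix protein gene, fell by 0.94 and by 1.21 on the log2 scale. Vegfa at 2h rose by 1.21 (standard error 0.12, adjusted p = 7.75e-06 from edgeR) in C166, and its value in 466-del was 0.43 (standard error 0.12, adjusted p = 0.0705 from edgeR). In the nucleus it rose at 2h in both lines, by 1.12 (standard error 0.10, adjusted p = 2.76e-08 from edgeR) in C166 and 0.54 (standard error 0.10, adjusted p = 0.00195 from edgeR) in 466-del. The difference of these 2h responses passed for 0 genes by edgeR (812 at an unadjusted p under 0.05, and 9 by DESeq2) in the cytoplasm and 0 in the nucleus (641, and 10 by DESeq2). For Vegfa it was -0.77 (standard error 0.17, adjusted p = 0.484 from edgeR, and adjusted p = 0.0266 from DESeq2) in the cytoplasm and -0.59 (standard error 0.14, adjusted p = 0.452 from edgeR, and adjusted p = 0.129 from DESeq2) in the nucleus.

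Sfmbt2 in the cytoplasm rose at 24h by 1.30 (standard error 0.14, adjusted p = 5.5e-07 from edgeR) in C166 and by 1.32 (standard error 0.14, adjusted p = 3.07e-07 from edgeR) in 466-del. Counts on rows of miRNA genes within Sfmbt2, summed over the 3 nuclear libraries of a group, were 304 in normoxia and 842 at 24h in C166 and 178 and 385 in 466-del. Total RNA libraries hold precursors of such genes and few mature miRNAs. Yy1 at 24h in the cytoplasm was at -0.24 (adjusted p = 0.0753 from edgeR) in C166 and -0.20 (adjusted p = 0.134 from edgeR) in 466-del.

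Of 22 endothelial markers 15 are in the table and none passed 10 CPM on average in the normoxic cytoplasm of either line, the highest being Eng at 2.15 ± 0.874 CPM (SD, n = 3) in C166 and Egfl7 at 2.85 ± 0.0208 CPM (SD, n = 3) in 466-del. Pecam1, an endothelial adhesion gene, had 1 count over the 3 normoxic cytoplasm libraries of C166 and 14 over those of 466-del. Of 20 smooth muscle and mesenchymal markers 15 were above 10 CPM in C166 and 13 in 466-del. Of 6 endothelial markers measured in the nucleus 1 rose at 24h in C166, and of 3 blood markers 1 fell in each line there, while the 7 and 3 measured in the cytoplasm did not pass the test of edgeR. Of 2 epithelial markers Krt19 rose in the cytoplasm by 2.32 and 2.17. The blood cell marker Runx1 stood at 46.4 CPM in C166 and 44.1 CPM in 466-del.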
